# A genetic interaction between RAP1 and telomerase reveals an unanticipated role for RAP1 in telomere maintenance

**DOI:** 10.1111/acel.12517

**Published:** 2016-09-01

**Authors:** Paula Martínez, Gonzalo Gómez‐López, David G. Pisano, Juana M. Flores, Maria A. Blasco

**Keywords:** premature aging, RAP1, shelterins, telomeres, telomerase

## Abstract

RAP1 is one of the components of shelterin, the capping complex at chromosome ends or telomeres, although its role in telomere length maintenance and protection has remained elusive. RAP1 also binds subtelomeric repeats and along chromosome arms, where it regulates gene expression and has been shown to function in metabolism control. Telomerase is the enzyme that elongates telomeres, and its deficiency causes a premature aging in humans and mice. We describe an unanticipated genetic interaction between RAP1 and telomerase. While RAP1 deficiency alone does not impact on mouse survival, mice lacking both RAP1 and telomerase show a progressively decreased survival with increasing mouse generations compared to telomerase single mutants. Telomere shortening is more pronounced in *Rap1* ^−/−^ *Terc* ^−/−^ doubly deficient mice than in the single‐mutant *Terc* ^−/−^ counterparts, leading to an earlier onset of telomere‐induced DNA damage and degenerative pathologies. Telomerase deficiency abolishes obesity and liver steatohepatitis provoked by RAP1 deficiency. Using genomewide ChIP sequencing, we find that progressive telomere shortening owing to telomerase deficiency leads to re‐localization of RAP1 from telomeres and subtelomeric regions to extratelomeric sites in a genomewide manner. These findings suggest that although in the presence of sufficient telomere reserve RAP1 is not a key factor for telomere maintenance and protection, it plays a crucial role in the context of telomerase deficiency, thus in agreement with its evolutionary conservation as a telomere component from yeast to humans.

## Introduction

Mammalian telomeres are composed of tandem repeats of the TTAGGG sequence bound by a specialized protein complex known as shelterin, which protects chromosome ends and regulates telomerase activity (Takai *et al*., 2003; de Lange, 2005; Martinez & Blasco, 2010, 2011). Telomere repeats can extend to different lengths in different species, and this length can also vary depending on the developmental stage and cell type within a given species (Flores *et al*., 2008; Marion *et al*., 2009). During each cell division cycle, telomeres shorten as a result of the incomplete replication of linear DNA molecules by conventional DNA polymerases, the so‐called ‘end‐replication problem’ (Watson, 1972; Olovnikov, 1973). Telomerase is a reverse transcriptase (TERT) capable of compensating telomere attrition through *de novo* addition of TTAGGG repeats onto the chromosome ends using an associated RNA component as template (*Terc*) (Greider & Blackburn, 1985). Telomerase is expressed in embryonic stem cells and in most adult stem cell compartments; however, this is not sufficient to maintain telomere length, and therefore, telomere shortening takes place with age in most tissues (Harley *et al*., 1990; Liu *et al*., 2007; Flores *et al*., 2008). This progressive telomere shortening has been proposed as one of the molecular hallmarks of aging (Lopez‐Otin *et al*., 2013). Indeed, longevity is progressively decreased upon successive intercrossing of *Terc*‐deficient mice, which is concomitant with a decreased mobilization of adult stem cell populations and premature organ failure. In this regard, *Terc*‐deficient mice show aging‐associated pathologies such as alopecia, lower body weight, intestinal atrophy, hair graying, infertility, heart dysfunction, bone marrow aplasia, kidney dysfunction, defective bone marrow, and proliferative defects of neural stem cells (Lee *et al*., 1998; Herrera *et al*., 1999; Samper *et al*., 2002; Blasco, 2005; Garcia‐Cao *et al*., 2006). Telomerase‐deficient mice are resistant to cancer, with the only exception of p53‐deficient and TRF2‐overexpressing genetic backgrounds (Artandi *et al*., 2000; Blanco *et al*., 2007).

RAP1 is one of the shelterin complexes that protects the telomeres (for a review, see de Lange, 2005; Martinez & Blasco, 2010, 2011). RAP1 binds to telomeric repeats through its interaction with TRF2 (Li *et al*., 2000). Human cell lines lacking RAP1 do not show either a DNA damage response (DDR) or telomere fusions except in the absence of TRF2 when RAP1 has a role in inhibition of the NHEJ pathway at telomeres (Sarthy *et al*., 2009). The role of human RAP1 in telomere length regulation is unclear, while some works have reported no telomere length changes in the absence of RAP1, others have observed telomere lengthening upon both RAP1 knockdown and RAP1 overexpression (Li *et al*., 2000; O'Connor *et al*., 2004; Sarthy *et al*., 2009; Kabir *et al*., 2014). Mouse cells lacking RAP1 have a moderate increase in fragile telomeres and in telomeric sister chromatid exchange events but are protected against telomere fusions (Martinez *et al*., 2010; Sfeir *et al*., 2010). Thus, in contrast to yeast where a crucial role of RAP1 in telomere length regulation and telomere protection has unequivocally been demonstrated (Lustig *et al*., 1990; Sussel & Shore, 1991; Kyrion *et al*., 1992; Kanoh & Ishikawa, 2001; Pardo & Marcand, 2005), human and mouse RAP1 does not seem to have an important function in telomere protection. Mammalian RAP1 and their unicellular orthologs have been shown to affect gene expression, and this transcriptional regulatory function has been proposed to reflect the molecular conservation among RAP1 proteins (Kabir *et al*., 2014).

RAP1 also associates to nontelomeric genomic sites where it has been demonstrated to regulate gene expression (Sarthy *et al*., 2009; Martinez *et al*., 2010, 2013; Yang *et al*., 2011; Yeung *et al*., 2013). Mice lacking RAP1 are viable but develop obesity, glucose intolerance, and hepatic steatosis. These signs of metabolic disorders are more pronounce in females than in males (Martinez *et al*., 2013; Yeung *et al*., 2013). Gene expression profile analyses in liver of adult mice revealed that in the absence of RAP1, several metabolic pathways are remarkably affected (Martinez *et al*., 2013).

If mammalian RAP1 is dispensable for telomere protection, why has RAP1 been conserved as a mayor telomere‐binding protein in mammals? Given its transcriptional regulatory role, it is possible that RAP1 has been conserved as a shelterin component to sense changes in telomeric states and to coordinate the regulation of different signaling pathways involved in different biological functions such as metabolism and DNA repair. To address the potential RAP1 role in the response to short telomeres and to determine whether RAP1 deficiency could rescue the low body weight presented by late‐generation telomerase knockout mice, we generated the double knockout *Rap1* ^−/−^ *Terc* ^−/−^ mouse model. We found that mice lacking both RAP1 and telomerase show a progressive decreased survival with increasing mouse generations as compared to telomerase single mutants, demonstrating an unanticipated genetic interaction between RAP1 and telomerase. Telomere shortening was more pronounced in *Rap1* ^−/−^ *Terc* ^−/−^ than in *Terc* ^−/−^ counterparts, leading to an earlier onset of DNA damage and its consequent DDR causing an anticipation of degenerative pathologies in the intestines. In its turn, telomerase deficiency abolishes RAP1‐mediated obesity and liver pathologies associated with metabolic syndrome. Cells with shortened telomeres present less amount of telomere‐bound RAP1 but show higher numbers of RAP1‐bound extratelomeric sites genomewide. Our findings demonstrate that although RAP1 is not a key factor in telomere capping under normal conditions, under certain cellular stresses such as telomerase deficiency, RAP1 exerts an important function for telomere length regulation and protection. These unanticipated findings provide a likely explanation for the fact that RAP1 is the most evolutionarily conserved shelterin.

## Results

### RAP1 abrogation exacerbates loss of organismal survival associated with short telomeres

To address a putative role of RAP1 in the organismal response to short telomeres, we generated a *Rap1* ^−/−^ *Terc* ^−/−^ double‐mutant mouse by crossing the *Rap1* ^−/−^ with the *Terc* ^−/−^ mice (Blasco *et al*., 1997; Martinez *et al*., 2013). The resulting double heterozygous breeding pairs were used to generate first generation (G1) of single *Terc* ^−/−^ and of double *Terc* ^−/−^ *Rap1* ^−/−^. Large colonies of increasing *Terc* ^−/−^ mouse generations up to the third generation (G3) were generated by intercrossing G1 and G2 *Rap1* ^+/−^ *Terc* ^−/−^ pairs. Survival curves were monitored for the different mouse cohorts under study. As shown in Fig. 1A,B, increasing generations of G1‐G3 *Terc* ^−/−^ mice showed a progressive decrease in both median survival and mean lifespan compared to telomerase WT controls, in agreement with previous findings showing a premature loss of mouse survival associated with short telomeres (Herrera *et al*., 1999; Garcia‐Cao *et al*., 2006). *Rap1* deletion did not impact in mouse survival as shown by similar survival curves for single *Rap1* ^−/−^ mutant mice and *Rap1* ^+/+^ WT controls (Martinez *et al*., 2013; Yeung *et al*., 2013). Unexpectedly, simultaneous lack of telomerase and RAP1 in G1‐G3 *Terc* ^−/−^/*Rap1* ^−/−^ mice resulted in decreased survival compared to the RAP1‐proficient controls, a difference that reached statistical significance for the late‐generations G2 and G3 (Fig. 1A,B). This effect was gender‐independent as it was observed both in males and females (Fig. S1A–D, Supporting information). These results suggest that RAP1 deficiency aggravates the telomerase‐associated loss of organismal survival.

**Figure 1:**
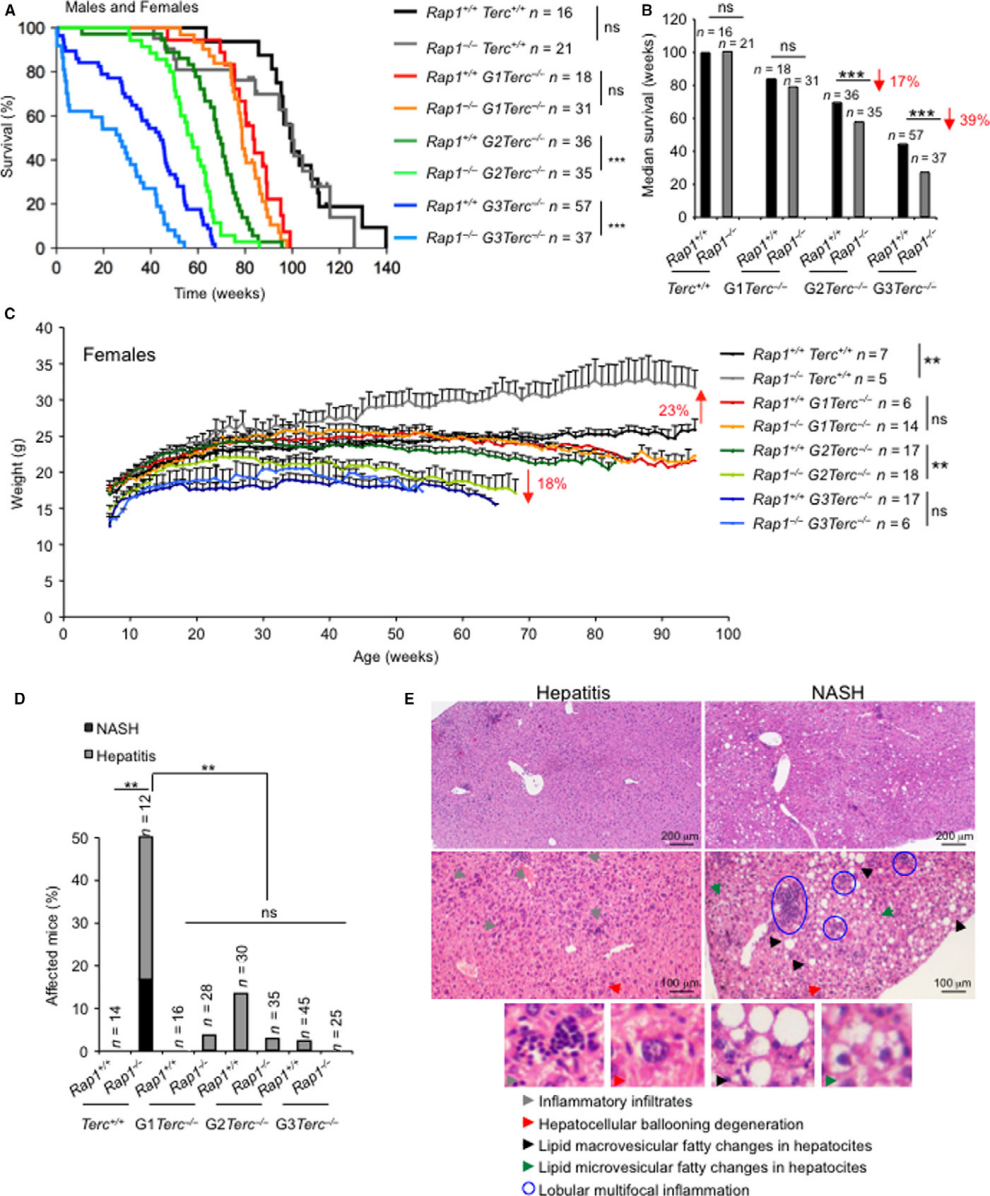
RAP1 loss decreases survival of telomerase‐deficient mice, and telomerase deficiency abolishes RAP1‐mediated obesity. (A) Kaplan–Meyer survival curves and (B) median survival from Kaplan–Meyer plots of *Rap1* ^+/+^ *Terc* ^+/+^, *Rap1* ^−/−^ *Terc* ^+/+^, G1 *Rap1* ^+/+^ *Terc* ^−/−^, G1 *Rap1* ^−/−^ *Terc* ^−/−^, G2 *Rap1* ^+/+^ *Terc* ^−/−^, G2 *Rap1* ^−/−^ *Terc* ^−/−^, G3 *Rap1* ^+/+^ *Terc* ^−/−^, and G3 *Rap1* ^−/−^ *Terc* ^−/−^ mice from both genders. The percent decrease in median survival in successive generations (G2 and G3) of *Rap1* ^−/−^ *Terc* ^−/−^ compared to *Rap1* ^+/+^ *Terc* ^−/−^ mice is shown (red arrows). Statistical comparisons among genotypes using the log‐rank test (A) and Student's *t*‐test (B) are shown. (C) Body weight curves of *Rap1* ^+/+^ *Terc* ^+/+^, *Rap1* ^−/−^ *Terc* ^+/+^, G1 *Rap1* ^+/+^ *Terc* ^−/−^, G1 *Rap1* ^−/−^ *Terc* ^−/−^, G2 *Rap1* ^+/+^ *Terc* ^−/−^, G2 *Rap1* ^−/−^ *Terc* ^−/−^, G3 *Rap1* ^+/+^ *Terc* ^−/−^, and G3 *Rap1* ^−/−^ *Terc* ^−/−^ female mice. The percent weight changes in *Rap1* ^−/−^ *Terc* ^+/+^ and in G2 *Rap1* ^−/−^ *Terc* ^−/−^ compared to their *Rap1* ^+/+^ counterparts at end point are indicated (red arrows). Values and error bars represent the mean and standard error, respectively. Statistical significances were calculated by the Student's t‐test. (D) Incidence of liver disease at time of death of mice of the indicated genotype. Statistical significances were calculated by the chi‐squared test. (E) Representative light microscopy images of hematoxylin‐/eosin‐stained sections of liver diagnosed for hepatitis (left panels) and nonalcoholic steatohepatitis (NASH) (right panels). Upper and lower panels correspond to low‐ and high‐magnification images, respectively. Scale bars are shown. Examples of inflammatory infiltrates, hepatocellular ballooning degeneration, and macro‐ and microvesicular depots are shown in high‐magnification inserts. Hepatitis is characterized as lobular inflammation with lymphocytes, macrophages and neutrophiles infiltrates and hepatocellular ballooning degeneration. NASH is a progressive process that begins with lipid deposition in the liver, showing both macro‐ and microvesicular fatty changes in hepatocyte's cytoplasm followed by hepatocellular ballooning degeneration and lobular multifocal inflammation. (*n*) Number of mice of each genotype used in the analysis. **, *p*<0.01, ***p<0.001, ns: no significant.

### Telomerase deficiency abolishes RAP1‐mediated obesity and liver pathologies

Whole‐body *Rap1* deletion results in obese mice, being this phenotype more severe in RAP1‐deficient females, while telomerase‐deficient mice have been shown to present lower body weight than WT mice, most likely owing to intestinal degenerative pathologies (Lee *et al*., 1998; Herrera *et al*., 1999; Martinez *et al*., 2013; Yeung *et al*., 2013). To assess the effects of double RAP1 and telomerase deficiencies on fat accumulation, we weekly followed body weight from mice of both genders of the different genotypes under study, *Rap1* ^+/+^ *Terc* ^+/+^, *Rap1* ^−/−^ *Terc* ^+/+^, G1‐G3 *Rap1* ^+/+^ *Terc* ^−/−^, and G1‐G3 *Rap1* ^−/−^ *Terc* ^−/−^ (Figs 1C and S1E, Supporting information). RAP1‐deficient females showed a progressive increase in body weight with time from week 8 onwards, reaching an approximately 25% increase in body weight compared to WT females at 1 year of age (Fig. 1C). The increased body weight in *Rap1*‐deficient females was maintained throughout their lifespan (Fig. S1F, Supporting information). Remarkably, female obesity owing to *Rap1* deficiency was abrogated in G1‐G3 *Rap1* ^−/−^ *Terc* ^−/−^ compound mice and even reversed in G2 *Rap1* ^−/−^ *Terc* ^−/−^ where a significant lower body weight was observed as compared to G2 *Rap1* ^+/+^ *Terc* ^−/−^ females (Fig. 1C). We did not observed significant differences in body weight among the different RAP1‐proficient and RAP1‐deficient male cohorts (Fig. S1E, Supporting information), in contrast to the moderate increase in body weight previously observed in a different *Rap1*‐deficient mouse cohort (Martinez *et al*., 2013). This difference in the impact of *Rap1* deficiency in male body weight might be explained by slight differences in genetic background associated with generation of the *Rap1 Terc* compound mouse colony.

We previously reported that Rap1‐deficient mice developed liver pathologies reminiscent to those associated with metabolic syndrome, that is, hepatic steatosis and inflammation (Martinez *et al*., 2013). To address the impact of telomerase deficiency and short telomeres in these pathologies, we performed histopathological analysis of the liver in all the mouse cohorts under study at their time of death. As expected, 50% of *Rap1* ^−/−^ *Terc* ^+/+^ male and female mice presented liver pathologies that were classified as either severe multifocal hepatitis or as nonalcoholic steatohepatitis (NASH) (Fig. 1D,E) (see Appendix S1, Supporting information). Importantly, no liver pathologies with the exception of some few cases of inflammation associated with aged liver were observed in telomerase‐deficient mice regardless of *Rap1* genotype (Fig. 1D). These results indicate that RAP1‐mediated liver pathologies are abrogated in the context of telomerase‐deficient mice.

### RAP1 abrogation leads to an earlier onset of aging pathologies associated with short telomeres

To determine the cause of death in the different mouse cohorts, we performed a full histopathological analysis in all the mice at their end point. Atrophies of the intestinal epithelia are the most frequent and life‐threatening degenerative lesions associated with short telomeres in G1‐G3 *Terc* ^−/−^ mice, which contribute to the early mortality of these mice (Herrera *et al*., 1999; Garcia‐Cao *et al*., 2006; Martinez *et al*., 2009a). We classified these intestinal pathologies in mild, medium, or severe according to the pathological findings (see Appendix S1, Supporting information) (Fig. 2A). Severe intestinal atrophy was absent in WT and single *Rap1*‐deficient mice at their time of death (Fig. 2B). In contrast, telomerase‐deficient mice showed severe intestinal mucosal lesions characterized by epithelial and glandular atrophy and inflammatory reactions (Fig 2B). Simultaneous telomerase and RAP1 deficiencies further increased the frequency of severe lesions, reaching statistical significance in G2‐G3 *Rap1* ^−/−^ *Terc* ^−/−^ compared to the G2‐G3 *Rap1* ^+/+^ *Terc* ^−/−^ counterparts (Fig. 2A,B). These observations are in line with the decreased survival observed in G2‐G3 *Rap1* ^−/−^ *Terc* ^−/−^ compared with their *Rap1* ^+/+^ counterparts. Histopathological analysis of kidneys, lungs, spleen, and heart did not reveal any significant differences between G0‐G3 *Rap1* ^+/+^ and G0‐G3 *Rap1* ^−/−^ mice (Fig. S2A, Supporting information).

**Figure 2:**
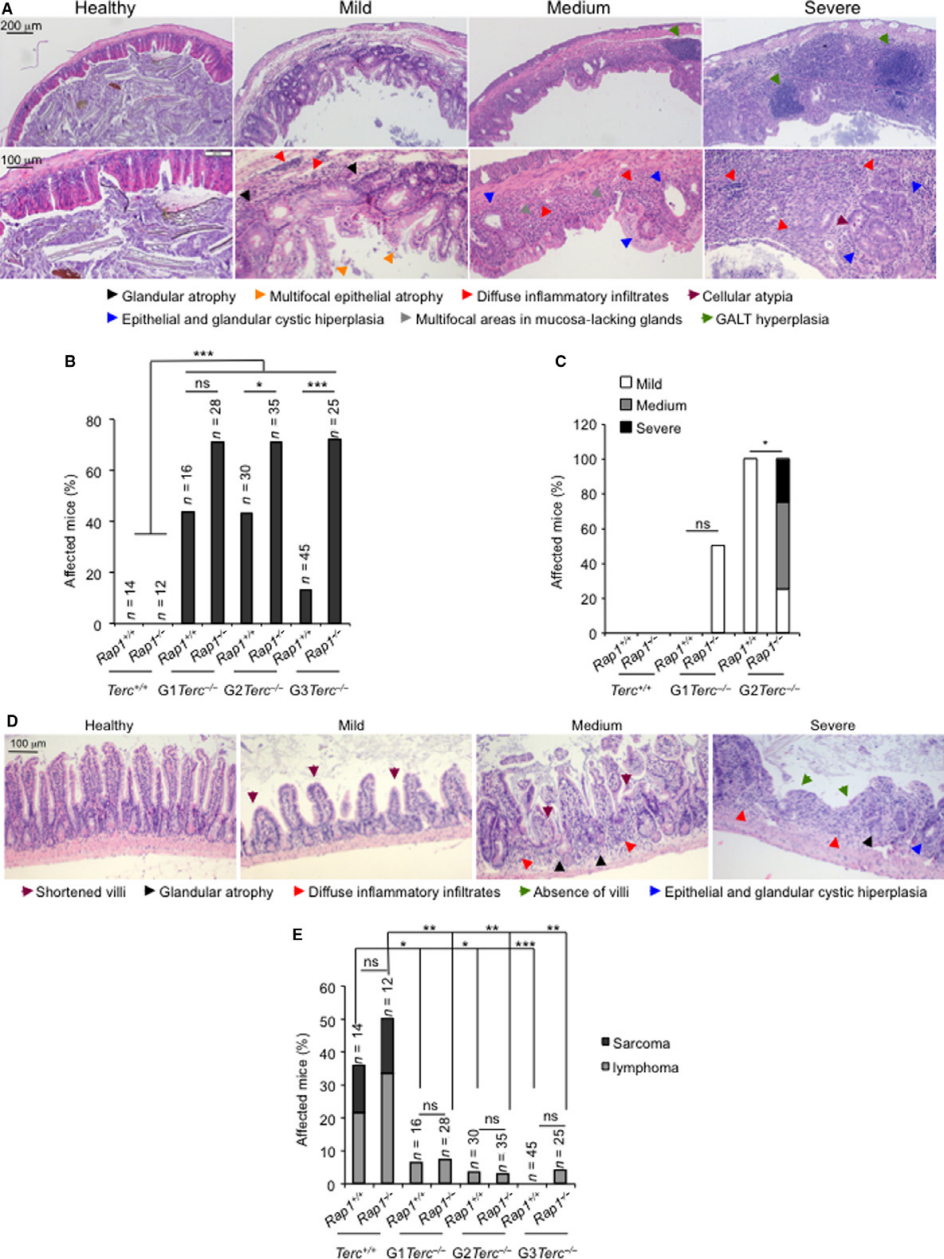
RAP1 loss aggravates intestinal degenerative pathologies of telomerase‐deficient mice. (A) Representative hematoxylin and eosin images of degenerative lesions of the intestine. Upper and lower panels correspond to low‐ and high‐magnification images. Scale bars are shown. Lesions were classified as mild, medium, and severe lesions according to the pathological findings. (B) Percentage of mice of the indicated genotypes showing severe intestinal atrophy at the time of death. (C) Percentage of mice of the indicated genotypes showing mild, medium, or severe intestinal atrophy at time point within their health span period during which animals remain healthy with no pathological signs. *Rap1*‐WT and *Rap1*‐null telomerase proficient were sacrificed at 25–50 week of age and G1‐G2 telomerase‐deficient mice at 22–30 week of age. (D) Representative hematoxylin and eosin images of degenerative and inflammatory lesions of the intestine of healthy young mice. (E) Percentage of mice of the indicated genotype showing malignant tumors (lymphoma and sarcomas) at their time of death. Statistical comparisons in B, C, and E between genotypes using the chi‐squares test are shown. (*n*) Number of mice of each genotype used in the analysis. *p<0.05; **, *p*<0.01, ***p<0.001, ns: no significant.

As the above results were obtained at the time of death, to confirm that RAP1 deficiency aggravates degenerative pathologies at the GI track of *Terc* ^−/−^ mice, we sacrificed a group of 4–5 healthy young mice per group before any pathological signs at the age of 40–50 and 22–28 week old in G0 and G1‐G3 groups, respectively. Histopathological analysis of the GI track revealed that intestinal pathologies observed in mice showed already generalized degenerative intestinal lesions as well as inflammation, while none of the G2‐*Rap1* ^+/+^ *Terc* ^−/−^ mice showed these lesions in a similar age range. Instead, the G2‐*Rap1* ^+/+^ *Terc* ^−/−^ animals only showed mild focal lesions. No lesions were observed either in *Rap1* ^+/+^ *Terc* ^+/+^, *Rap1* ^−/−^ *Terc* ^+/+^ or in G1‐*Rap1* ^+/+^ *Terc* ^−/−^, while 50% of the G1‐*Rap1* ^−/−^ *Terc* ^−/−^ mice already showed mild atrophy (Fig. 2C,D) (see Appendix S1, Supporting information). Thus, RAP1 deficiency accelerates the onset of severe intestinal atrophy in late‐generation telomerase‐deficient mice. Histopathological analysis of the liver in these mice revealed that 75% of the *Rap1* ^−/−^ mice already present signs of hepatosteatosis, while none of the G2‐*Rap1* ^−/−^ *Terc* ^−/−^ showed this pathology (Fig. S2B, Supporting information).

We next analyzed the presence of malignant tumors (i.e. lymphomas and sarcomas) at the time of death of the different mouse cohorts. RAP1 deficiency did not lead to increased incidence of spontaneous malignant tumors (Fig. 2E). Telomerase‐deficient mice presented a drastically reduced incidence in malignant tumors at their time of death compared to *Terc* ^+/+^ mice (Fig. 3E), in agreement with a potent tumor suppressor activity of short telomeres (Gonzalez‐Suarez *et al*., 2000). This tumor protection conferred by telomerase deficiency was not altered in the absence of RAP1 (Fig. 2E).

**Figure 3:**
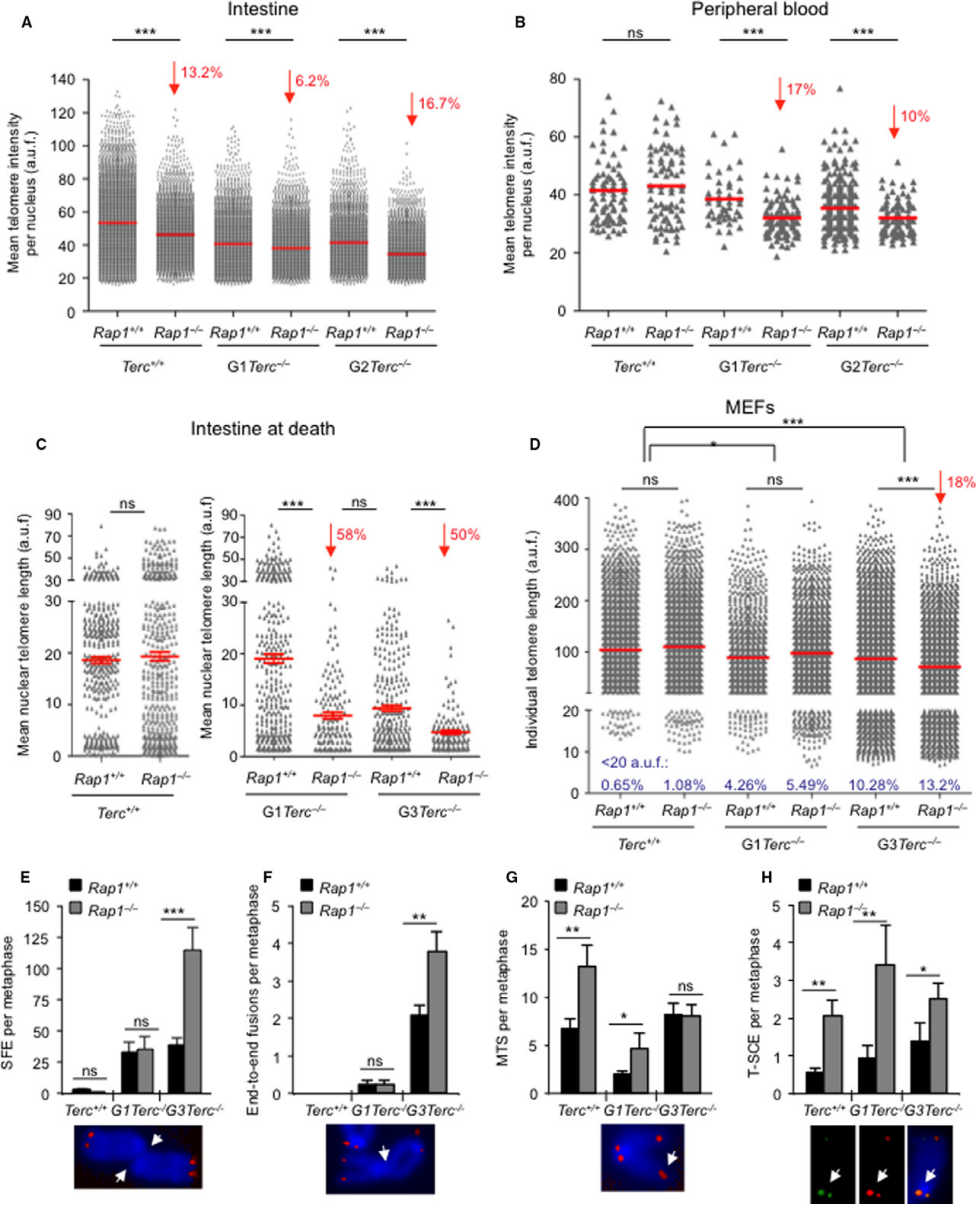
RAP1 loss leads to a decrease in telomere length in proliferative tissues of telomerase‐deficient mice. (A, B) Mean telomere fluorescence intensity distribution in small intestine sections (A) and in peripheral blood (B) of healthy young mice of the indicated genotype as determined by Q‐FISH analysis. (C). Mean nuclear telomere fluorescence intensity in small intestine sections of mice of the indicated genotype at death. (*n*) Four to five mice per genotype were analyzed. (D) Individual telomere length fluorescence intensity in metaphase spreads of immortalized MEFs of the indicated genotypes. (*n*) Two independent MEFs per genotype. Mean values (red lines) and percent telomere length decrease in *Rap1* ^−/−^ as compared to *Rap1* ^+/+^ in each group (red arrows) are indicated. The percent of critically short telomeres below percentile 5 is shown. (E, F, G, H) Incidence of signal‐free ends (SFE) (E), end‐to‐end fusions (F), multitelomeric signals (MTS) (G), and telomeric sister chromatid exchange (T‐SCE) (H) events in metaphase spreads of immortalized MEFs of the indicated genotypes. A representative image of each chromosomal aberration is shown below. (*n*) Two independent MEFs per genotype. The Student's *t*‐test was used for statistical analysis in each case. *p<0.05; **, *p*<0.01, ***p<0.001, ns: no significant.

### RAP1 loss leads to a more pronounce telomere shortening in proliferative tissues in TERC‐deficient mice

The anticipation and increased severity of degenerative GI pathologies in *Terc Rap1* doubly deficient mice suggest a role of RAP1 in telomere maintenance, which is unveiled in the absence of telomerase. In this regard, previous analysis of single RAP1‐deficient mice suggested that RAP1 was largely dispensable for telomere maintenance *in vivo* (Martinez *et al*., 2010, 2013).

We set to address the impact of *Rap1* deletion in telomere length maintenance *in vivo* in various mouse tissues in the context telomerase deficiency. To this end, we performed telomere quantitative FISH (Q‐FISH) analysis on tissue sections of intestine, liver, and of gelatine‐embedded peripheral white blood cells (PWBC) from mice of the different genotypes before any pathological signs (same mice as in Fig. 2C,D). Telomere length was moderately but significantly decreased in the RAP1‐deficient intestines compared with their RAP1‐proficient counterparts, regardless of telomerase status (Fig. 3A). Similarly, we detected a shorter mean telomere length in peripheral white blood cells (PWBC) from G1‐G2 *Rap1* ^−/−^ *Terc* ^−/−^ compared with their G1‐G2 *Rap1* ^+/+^ *Terc* ^−/−^ counterparts, while no differences in telomere length were detected between *Rap1* ^−/−^ *Terc* ^+/+^ and *Rap1* ^+/+^ *Terc* ^+/+^ cohorts (Fig. 3B). In the case of a nonproliferative tissue, such as the liver, however, RAP1 deficiency did not affect mean telomere length either in telomerase WT or in G2 *Terc* ^−/−^ livers (Fig. S2C, Supporting information). These results indicate a role for RAP1 in telomere maintenance in highly proliferative tissues in the context of telomerase deficiency.

We next performed Q‐FISH analysis on intestine sections at the time of death in the different mouse cohorts. No significant differences in nuclear telomere length were detected when comparing *Rap1* ^+/+^ *Terc* ^+/+^ and to *Rap1* ^−/−^ *Terc* ^+/+^ samples (Fig. 3C). Strikingly, the mean nuclear telomere length of G1‐*Rap1* ^−/−^ *Terc* ^−/−^ was dramatically decreased compared with G1‐*Rap1* ^+/+^ *Terc* ^−/−^, reaching values similar to those observed in G3‐*Rap1* ^+/+^ *Terc* ^−/−^ mice (Fig. 3C). Similarly, the telomere length of G3‐*Rap1* ^−/−^ *Terc* ^−/−^ intestines was significantly reduced compared to G3‐*Rap1* ^+/+^ *Terc* ^−/−^. Thus, mean telomere length in both G1 and G3 *Rap1* ^−/−^ *Terc* ^−/−^ was reduced by 50% compared with G1‐G3 *Rap1* ^+/+^ *Terc* ^−/−^ controls. Note that acquisition settings used for microscopy image capture were different in *Terc* ^+/+^ and *Terc* ^−/−^ samples because the settings used in *Terc* ^−/−^ samples resulted in saturated detention levels in *Rap1* ^+/+^ *Terc* ^+/+^ and to *Rap1* ^−/−^ *Terc* ^+/+^ samples (Fig. 3C). Altogether, these data indicate that RAP1 suppresses further telomere shortening associated with tissue homeostasis and aging in the setting of telomerase‐deficient mice, thus unveiling an important role for RAP1 in *in vivo* telomere length regulation.

Finally, we analyzed telomere length in mouse embryonic fibroblasts isolated from the different generation cohorts studied here. To this end, we first established two independent primary embryonic fibroblasts (MEFs) from each genotype under study that we later immortalized by retroviral transduction with SV40 large T (LT) antigen. We carried out Q‐FISH on metaphase spreads of immortalized *Rap1* ^+/+^ *Terc* ^+/+^, *Rap1* ^−/−^ *Terc* ^+/+^, G1 *Rap1* ^+/+^ *Terc* ^−/−^, G1 *Rap1* ^−/−^ *Terc* ^−/−^, G3 *Rap1* ^+/+^ *Terc* ^−/−^, and G3 *Rap1* ^−/−^ *Terc* ^−/−^ MEFs at passage 10 (Fig. 3D). Deletion of *Rap1* did not result in significant differences in mean telomere length between either *Rap1* ^+/+^ *Terc* ^+/+^ and *Rap1* ^−/−^ *Terc* ^+/+^ or between G1 *Rap1* ^+/+^ *Terc* ^−/−^ and G1 *Rap1* ^−/−^ *Terc* ^−/−^, although a modest increase in the percent of critically short telomeres (below percentile 5) was revealed (Fig. 3D). However, G3 *Rap1* ^−/−^ *Terc* ^−/−^ MEFs showed a 18% decrease in telomere fluorescence when compared to their WT controls, which was accompanied by an 3% increase in the frequency of critically short telomeres (below percentile 5). In addition, the number of signal‐free ends (SFE) per metaphase was significantly increased by 3‐fold in G3 *Rap1* ^−/−^ *Terc* ^−/−^ as compared to their *Rap1* ^+/+^ counterparts (Fig. 3E). These results further confirm a role for RAP1 in telomere length maintenance in the setting of telomerase deficiency.

### RAP1 abrogation induces a more severe telomere uncapping in late‐generation Terc‐deficient MEFs

Our findings indicate that mice and MEFs lacking RAP1 experience a faster and enhanced telomere shortening in the absence of telomerase. However, a putative role for RAP1 in facilitating telomerase action on chromosome ends is ruled out by our observation that RAP1‐mediated telomere erosion is particularly evident in a telomerase‐deficient background. Thus, the role of RAP1 in telomere length homeostasis must rather be due to a protective function that is dispensable when telomeres are long but becomes relevant when telomeres are short.

To address this, we performed cytogenetics analysis on metaphase spreads of the immortalized MEFs described above (Fig. 3F–G). In agreement with higher numbers of SFE, we also observed a 2‐fold increase in the number of end‐to‐end fusion events per metaphase in G3 *Rap1* ^−/−^ *Terc* ^−/−^ compared with G3 *Rap1* ^+/+^ *Terc* ^−/−^ MEFs, while no differences were detected between *Rap1* ^−/−^ *Terc* ^+/+^ and *Rap1* ^+/+^ *Terc* ^+/+^ or between G1 *Rap1* ^−/−^ *Terc* ^−/−^ and G1 *Rap1* ^+/+^ *Terc* ^−/−^ MEFs (Fig. 3F). As previously reported by us (Martinez *et al*., 2010), *Rap1* deletion induces a moderate increase in the number of multitelomeric signals (MTS), a telomere aberration that is indicative of telomere fragility (Martinez *et al*., 2009b), both in *Terc* ^+/+^ and in G1‐*Terc* ^−/−^ MEFs. This effect was abolished in G3‐*Terc* ^−/−^ probably due to the presence of high numbers of SFE (Fig. 3G). In accordance with a RAP1 role in prevention of homologous recombination at telomeres (Martinez *et al*., 2010; Sfeir *et al*., 2010), we also detected a significant increase in sister telomere recombination (T‐SCE) frequencies in (G0‐G1‐G3) *Rap1‐*deleted MEFs compared to *Rap1* WT controls as determined by the CO‐FISH technique (Fig. 3H).

### RAP1 loss triggers DNA damage and accelerates the DDR onset in telomerase‐deficient mice

Critically short and uncapped telomeres are recognized as DNA double‐strand breaks and, as such, are bound by γH2AX (Hao *et al*., 2004). In turn, telomere damage elicits a DDR characterized by activation of p53 and the cell cycle inhibitor p21 that leads to cessation of cellular proliferation and cell death, ultimately causing tissue failure and various age‐related pathologies (Flores *et al*., 2005; Martinez & Blasco, 2010).

We addressed whether the earlier onset of GI atrophy in G2‐*Rap1* ^−/−^ *Terc* ^−/−^ was associated with an earlier induction of DNA damage and its associated DDR. We quantify the number of γH2AX‐, p53‐, and p21‐positive cells in the intestine of mice of the different genotypes under study. At their time of death, we did not see significant differences in p53 and p21 levels in the GI tract between different *Rap1* ^+/+^ and *Rap1* ^−/−^ cohorts (Fig. 4A,B), possibly owing to the fact that these mice already had overt intestinal pathologies. Thus, we analyzed these markers at an earlier time in asymptomatic mice of 20–50 weeks of age (Fig. 4C–E). We did not find significant differences in the numbers of γH2AX‐, p53‐, and p21‐positive cells between *Rap1* ^+/+^ *Terc* ^+/+^ and *Rap1* ^−/−^ *Terc* ^+/+^. However, late‐generation G2‐*Rap1* ^−/−^ *Terc* ^+/+^ mice presented a higher DNA burden and increased p53 and p21 levels compared to G2‐*Rap1* ^+/+^ *Terc* ^+/+^ (Fig. 4C–E). Furthermore, G2‐*Rap1* ^−/−^ *Terc* ^−/−^ intestines showed higher number of apoptotic cells (positive for active caspase 3) and reduced proliferation (Ki67‐positive cells) compared to G2‐*Rap1* ^+/+^ *Terc* ^−/−^ (Fig. 4F,G).

**Figure 4:**
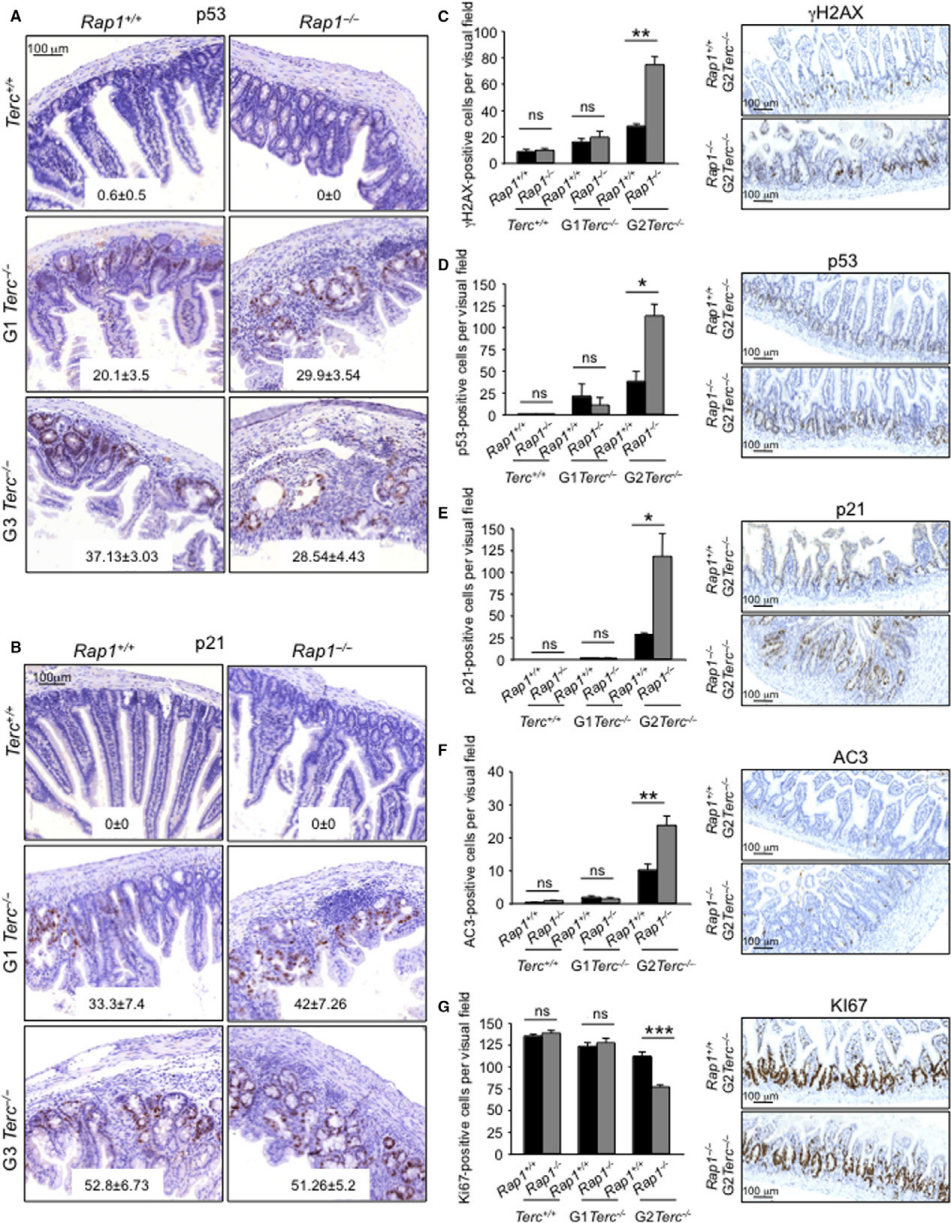
RAP1 loss enhances DNA damage and accelerates the DDR onset leading to a decrease in proliferation and increase in apoptosis in telomerase‐deficient mice. (A, B) Representative immunohistochemistry images of small intestine sections of mice at time of death of the indicated genotype stained for p53 (A) and p21(B). The mean number of p53‐ and p21‐positive cells per visual fields and standard error are shown within the images. The comparison between *Rap1* ^+/+^ and *Rap1* ^−/−^ from different *Terc* generations (G0‐G1‐G3) did not reach statistical significance by Student's *t*‐test. (C–G) Percentage of γH2Ax (C)‐, p53 (D)‐, p21 (E)‐, active caspase‐3 (F)‐, and KI67 (G)‐positive cells in small intestine sections of healthy young mice of the indicated genotype. Representative immunohistochemistry images are shown to the right en each case. Statistical significance was calculated by Student's *t*‐test analysis. (*n*) Five mice per each genotype. *p<0.05; **, *p*<0.01, ***p<0.001, ns: no significant.

Altogether, these results demonstrate that *Rap1* deletion in the context of telomerase deficiency anticipates the induction of p53 and p21 within tissues, concomitant with increased apoptosis and decreased proliferation rates in the GI track of late‐generation telomerase‐deficient mice, which in turn is accompanied by an anticipated onset of degenerative pathologies and earlier death.

### Increased RAP1 genomic occupancy with decreasing telomere length

Recruitment of RAP1 to telomeres occurs through interactions with TRF2, and therefore depended on the number of TRF2 molecules bound to telomeric DNA (Li *et al*., 2000; Arat & Griffith, 2012; Bandaria *et al*., 2016). Mammalian RAP1 also binds nontelomeric genomic sites where it regulates gene expression (Sarthy *et al*., 2009; Martinez *et al*., 2010, 2013; Yang *et al*., 2011; Yeung *et al*., 2013). We hypothesize here that telomere length could affect the ratio between telomere‐bound RAP1 and genomic DNA‐bound RAP1 that is available to perform its transcriptional regulatory function.

To address this, we first studied whether the total cellular RAP1 level varied with telomere shortening. To do this, we analyzed RAP1 protein levels by Western blot analysis with whole cell extract from immortalized *Rap1* ^+/+^ *Terc* ^+/+^, *Rap1* ^−/−^ *Terc* ^+/+^, G1 *Rap1* ^+/+^ *Terc* ^−/−^, G1 *Rap1* ^−/−^ *Terc* ^−/−^, G3 *Rap1* ^+/+^ *Terc* ^−/−^, and G3 *Rap1* ^−/−^ *Terc* ^−/−^ MEFs. We found that progressively shorter telomeres did not affect total RAP1 protein level (Fig. S3A, Supporting information). We then determined the RAP1 protein levels present at telomere foci by performing double immunofluorescence (IF) with RAP1 and TRF1 antibodies. We used *Rap1* ^−/−^ *Terc* ^+/+^ cells as negative control for RAP1 IF (Fig. 5A–C). We found a significant and progressive decrease in both TRF1 and RAP1 at telomere foci with decreasing telomere length in G1‐G3 telomerase‐deficient cells (Fig. 5A,B). These results suggest that telomere shortening owing to telomerase deficiency results in decreased RAP1 levels at telomere foci.

**Figure 5:**
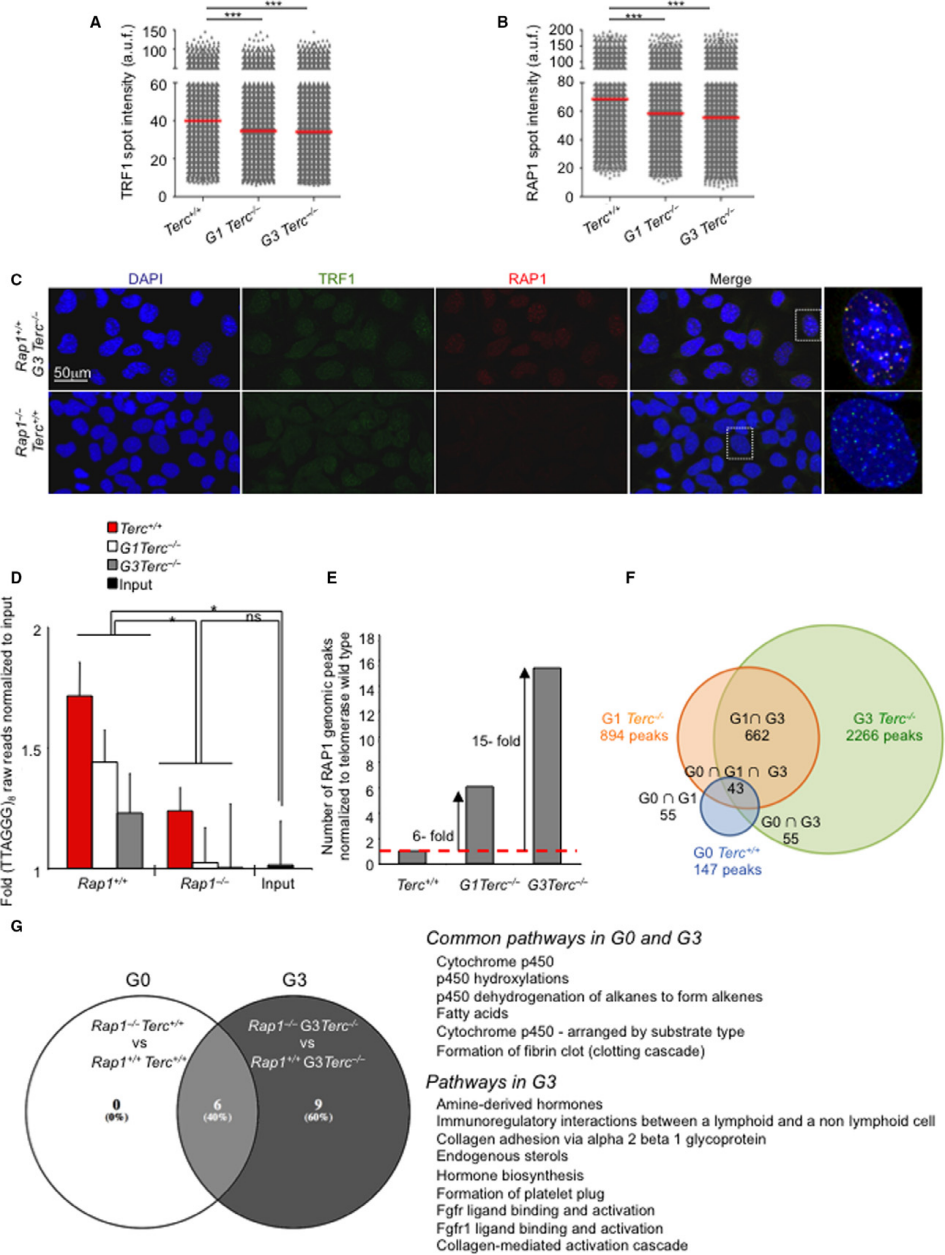
Progressive increase in extratelomeric RAP1‐binding sites in successive generations of telomerase‐deficient MEFS. (A, B) Quantification of TRF1 (A) and RAP1 (B) foci intensity in nuclei of *Rap1* ^+/+^ *Terc* ^+/+^ and in G1‐G3 *Rap1* ^+/+^ *Terc* ^−/−^ MEFs by immunofluorescence. *Rap1* ^−/−^ *Terc* ^+/+^ cells were used as negative controls. Co‐localization of RAP1 with TRF1 foci was used as control for telomere localization. The Student′s *t*‐test was used for statistical analysis. (*n*) Two independent MEFs per genotype. (C) Representative images of TRF1 (green foci) and RAP1 (red foci) doubly IF corresponding to G3 *Rap1* ^+/+^ *Terc* ^−/−^ and to *Rap1* ^−/−^ *Terc* ^+/+^ samples. (D) Fold change amount of 50‐bp raw ChIP‐seq reads (before genome alignment) containing perfect TTAGG_8_ repeats in *Rap1* ^+/+^ *Terc* ^+/+^ and (G1‐G3) *Rap1* ^+/+^ *Terc* ^−/−^ MEFs normalized to input sample. *Rap1* ^−/−^ *Terc* ^+/+^ and (G1‐G3) *Rap1* ^−/−^ *Terc* ^−/−^ MEFs were also analyzed as negative controls. The Student's *t*‐test was used for statistical analysis (E) Number of RAP1 genomic binding sites identified by ChIP‐seq analysis in *Rap1* ^+/+^ *Terc* ^+/+^ and (G1‐G3) *Rap1* ^+/+^ *Terc* ^−/−^ MEFs. The fold increases in G1 and G3 samples as compared to *Rap1* ^+/+^ *Terc* ^+/+^ are indicated. (F) Venn diagram showing the number of overlapping RAP1 genomic binding peaks among *Terc* ^+/+^ and G1‐G3 *Terc* ^−/−^ samples. The total number of genomic binding sites in each group is indicated. (G) Venn diagram showing the overlapping between the downregulated pathways in *Rap1* ^−/−^ *Terc* ^+/+^ and G3 *Rap1* ^−/−^ *Terc* ^−/−^ vs. their *Rap1* ^+/+^ counterparts according to GSEA analysis (FDR < 0.25). Note that those pathways found deregulated in G0 were also found downregulated in G3. In G3, cells lacking RAP1 showed additional downregulated pathways related to hormone biosynthesis, fibroblast growth factor receptor, and adhesion that were not observed in G0. *p<0.05; ***p<0.001, ns: no significant.

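Of the 50 Reactome sets downregulated in G0 *Rap1* -/- MEFs, 17 were also past an FDR q of 0.25 in G3, and 38 had a negative score in G3 whether or not they passed. A further 33 sets were past the threshold in G0 only and 20 in G3 only. Formation of fibrin clot, which Table S2 lists for both generations, was past it in both in the main fit, with an NES of −1.55 in G0 (FDR q = 0.173) and −1.53 in G3 (FDR q = 0.207). In G3 it was not past it with the replicate block (FDR q = 0.425), by log2 fold change (FDR q = 0.252) or with a pseudocount of 0.1 (FDR q = 0.328). Nor was it in 10 of the 11 fits that each left out 1 sample, against 3 of 11 in G0. In G3 it stayed past the threshold with camera (FDR q = 0.146). The same held without loci under 200 bases, a setting chosen after seeing the data (FDR q = 0.198). In the list of genes for fibrin clot formation the smallest p in G0 belonged to *F3*, the gene of tissue factor on chromosome 3 from 121723537 to 121735052, at 28.97 ± 2.8 FPKM (SD, n = 2) in G0 *Rap1* -/- MEFs and 77.1 ± 6.53 FPKM (SD, n = 2) in G0 *Rap1* +/+ MEFs, a log2 fold change of −1.38 (standard error 0.19, limma adjusted p = 0.172), and in G3 its fold change was −0.46 (standard error 0.19, limma adjusted p = 1). The P450 set by substrate type, listed for both as well, had an NES of −0.88 in G0 and −1.01 in G3 and passed in neither. Ranking by log2 fold change left 10 shared sets, camera gave 28, and the fit with the replicate block gave 14, with the pairing taken from the labels and a same-number correlation of −0.122 in G0 and −0.166 in G3. Across the fits that each left out 1 sample the shared sets ranged from 0 to 25, the widest change seen. For the overlap in Fig. 5G, the paper remarks that the pathways deregulated in G0 were downregulated in G3 too.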

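In G0 the same lists of genes gave other scores than in G3. Hormone biosynthesis had an NES of 0.87 in G0 (FDR q = 0.712), with 4 of 6 expressed genes higher without RAP1, and −1.23 in G3 (FDR q = 0.238). Fibroblast growth factors and receptors had an NES of −0.62 in G0 (FDR q = 0.954), with 5 of 10 expressed genes lower, and −1.43 in G3 (FDR q = 0.145). Collagens had an NES of −2.44 in G0, where 20 of 23 expressed genes were lower with a mean log2 fold change of −0.743 ± 0.735 (SD over genes), and of −1.93 in G3. The collagen list is not the adhesion set of Table S2, which had no match by name and was not scored. *Col12a1*, on chromosome 9 from 79598991 to 79718678, had the smallest p of the collagens in G0, with a log2 fold change of −2.12 (standard error 0.37, limma adjusted p = 0.501), and *Inhbb*, on chromosome 1 from 119415465 to 119422248, that of the hormone list, with 0.77 (standard error 0.5, limma adjusted p = 0.791). The G0 scores with the replicate block, whose pairing comes from the labels (same-number correlation −0.122), were 0.89 for hormone biosynthesis, 0.6 for the fibroblast growth factor list and −2.42 for collagens. Whether these scores differ between the generations was not tested for the lists. For single genes the difference between the G3 and G0 effects was tested with limma, and 3 of 11733 genes passed an adjusted p of 0.05, each of them a small RNA locus. The G0 score of the fibroblast growth factor list moved most when 1 sample was left out, between −1.51 and 1.58. The paper's Table S3 lists amine-derived hormones as upregulated in G0 (FDR q = 0.026), and its Table S2 lists the set as downregulated in G3 (FDR q = 0.005). Because the hormone, FGFR and adhesion pathways were past the threshold as downregulated in G3 and not in G0 in its own analysis, the paper concludes that G3 cells without RAP1 have additional downregulated pathways.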

To determine whether the RAP1 genomic chromatin‐binding peaks also changed with telomere shortening, we performed a chromatin immunoprecipitation sequencing (ChIP‐seq) assay using the same immortalized MEFs (passage 10) used for the IF analysis (Fig 5A–C). The (G0‐G1‐G3) *Rap1*‐null MEFs were processed in parallel to validate the specificity of RAP1‐associated peaks obtained in *Rap1* WT MEFs. Over 22 million of raw 50‐bp reads were collected for each sample (Table S1, Supporting information). First, we analyzed the representation of the telomeric repeat TTAGGG in the ChIP‐seq raw reads of (G0‐G1‐G3) *Rap1* ^+/+^ vs. (G0‐G1‐G3) *Rap1* ^−/−^ samples before genome alignment. We found a strong overrepresentation of 50‐bp sequences containing the (TTAGGG)_8_ repeat in WT *Rap1* ChIP‐seq as compared to *Rap1*‐null controls, which showed similar levels to input DNA (Fig. 5D). In addition, we observed a progressively reduced number of telomeric reads in successive generations G1‐G3 *Rap1* ^+/+^ *Terc* ^−/−^ compared with *Rap1* ^+/+^ *Terc* ^+/+^ samples, thus confirming that the level of telomere‐bound RAP1 is decreased with telomere shortening, in agreement with the RAP1 IF data (Fig. 5B).

Identification of RAP1‐bound genomic binding sites revealed 147, 894 and 2,266 nontelomeric peaks in the comparison between the *Rap1* WT and the *Rap1*‐null ChIP‐seq G0, G1, and G3 datasets, respectively, at 10E‐03 *P*‐value cutoff (GEO accession number, GSE79996). Thus, the number of RAP1 genomic binding peaks was progressively increased in cells with progressively shorter telomeres, 6‐ and 15‐fold in G1 and G3 *Terc* ^−/−^ higher than in *Terc* ^+/+^ WT MEFs, respectively (Fig. 5E). In addition, approximately 40% of the G0 peaks were also found in G1 and G3, and 75% of the peaks identified in G1 were also detected in G3 (Fig. 5F). A total of 1,604 new RAP1 genomic biding sites were observed in G3 (Fig. 5F). Altogether, these results demonstrate that telomere length affects the ratio between telomere‐bound RAP1 and genomic DNA‐bound RAP1, leading to decreased RAP1 at telomeres and increased RAP1 occupancy at the chromosome arms.

We also confirmed our previous findings (Martinez *et al*., 2010) that the RAP1 peak density distribution in telomerase‐proficient MEFs was progressively decreasing along the chromosome arms toward the centromere, presenting the highest density at the subtelomeric region (Fig. S3B, Supporting information). Interestingly, this trend was inverted in G1 and G3 telomerase‐deficient MEFs that present a more evenly distributed peak density along the chromosome arms (Fig. S3B, Supporting information). These findings indicate that telomere shortening not only results in lower RAP1 binding at telomeres but also at subtelomeric sites.

### Effects of shortened telomeres on RAP1‐mediated transcription

To address whether the increased genomic RAP1 occupancy observed in *G1‐G3 Terc* ^−/−^ cells resulted in transcriptional changes, we carried out gene expression analysis by RNA sequencing (RNAseq) analysis from the same immortalized MEFs used for ChIP‐seq above. 

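RNA from 11 samples of immortalized MEFs (mouse embryonic fibroblasts carrying SV40 large T antigen) entered the gene expression analysis. G0 denotes telomerase-proficient cells, and G1 and G3 denote the first and the third generation without *Terc*, the gene of the telomerase RNA. There were 2 samples each of G0 *Rap1* -/-, G0 *Rap1* +/+, G1 *Rap1* +/+, G3 *Rap1* -/- and G3 *Rap1* +/+ MEFs, and 1 sample of G1 *Rap1* -/- MEFs, so G1 differences have no replicate check on the *Rap1* -/- side. The authors aligned polyA+ reads to GRCm38/mm10 with TopHat and gave the abundance of each gene as FPKM, the mapped fragments of a gene scaled by its length and by the sequencing depth of the sample, estimated with Cufflinks. Each sample listed 23746 loci with 23284 gene symbols, and the FPKM of 240 symbols found at more than 1 locus were summed. The values are not read counts and the total reads per sample are not in the files, so the depth behind each value is unknown. FPKM summed to between 534716 and 670216 per sample, and the 10 most abundant genes held between 7.11% and 9.34% of that sum. Between 10842 and 11263 genes reached 1 FPKM in a sample. Differences between genotypes were tested on log2(FPKM + 1) with limma for the 11733 genes with at least 1 FPKM in at least 2 samples, with 1 mean for each of the 6 groups and a spread shared by all groups. Fold changes are therefore on the log2(FPKM + 1) scale, which understates the change of weakly expressed genes. Samples of the same genotype and generation lay between 0.65 and 0.685 log2 units apart (root mean square over the tested genes, 5 pairs), within the range of 0.566 to 0.855 for the other 50 pairs. With loci under 200 bases left out, a setting chosen after seeing the data, the range was 0.437 to 0.516 (median 0.465) against 0.364 to 0.656 (median 0.517). The replicate numbers are taken from the labels, and samples with the same number did not deviate together, with a correlation of their deviations from the group means of −0.122 in G0 and −0.166 in G3. *Terf2ip*, the gene of RAP1, lies on chromosome 8 from 112011359 to 112020528 and was detected at 1.88 ± 0.5 FPKM (SD, n = 2) in G0 *Rap1* -/- MEFs and 3.77 ± 1.26 FPKM (SD, n = 2) in G0 *Rap1* +/+ MEFs. In G3 it was at 1.39 ± 0.06 FPKM (SD, n = 2) without RAP1 and 3.71 ± 0.76 FPKM (SD, n = 2) with it, and in G1 at 1.32 FPKM (no replicates) and 3.49 ± 0.88 FPKM (SD, n = 2). Over all generations its log2 fold change was −0.87 (standard error 0.15, limma adjusted p = 0.381), and each of the 5 *Rap1* -/- samples lay below each of the 6 *Rap1* +/+ samples. With the replicate number as a block the fold changes within G0 and G3 stay as they are, since each generation is balanced, and the adjusted p in G0 was 0.999 against 0.782 without the block. Its fold change in G0 of −0.71 moved most when 1 of the G0 *Rap1* +/+ samples was left out, to −0.99 without the first and −0.44 without the second.

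**Figure D1:**
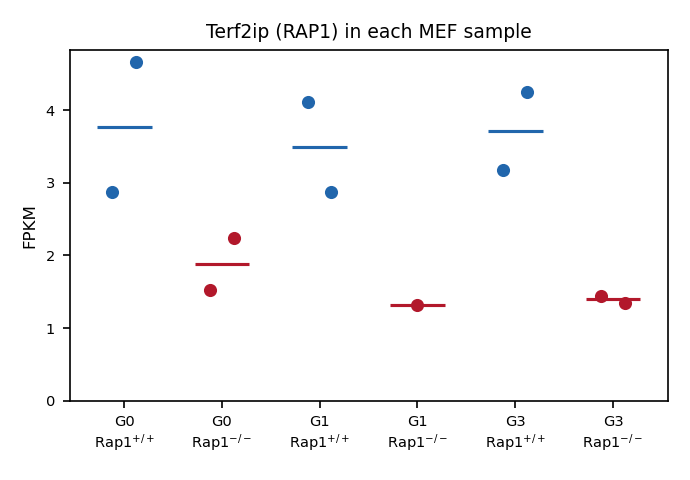
FPKM of *Terf2ip* (vertical axis) in each of the 11 MEF samples by generation and genotype. Points are samples and bars are group means. The 5 *Rap1* -/- samples lie between 1.32 and 2.24 FPKM and the 6 *Rap1* +/+ samples between 2.87 and 4.66 FPKM.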

The results have been deposited in GEO (GEO accession number, GSE79996). Then, we performed GSEA analysis in G0‐G3 *Rap1* ^−/−^ MEFs (Tables S2 and S3, Supporting information, Fig. 5G). 

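GSEA asks whether the genes of a pathway gather at one end of a list of all genes ranked by their change. Here 16301 genes with FPKM above 0 in at least 2 samples were ranked by limma's moderated t for *Rap1* -/- against *Rap1* +/+ MEFs of the same generation. Reactome sets for mouse with 15 to 500 ranked genes were scored with 1000 gene permutations, which left 721 sets. The normalized enrichment score (NES) is negative where the genes of a set are lower without RAP1. In G0, 50 sets were downregulated and 268 upregulated at an FDR q under 0.25, and in G3, 37 were downregulated and 260 upregulated. Many Reactome sets share genes, so these counts do not stand for independent pathways. The G3 genotypes also differ in *Xist* and Y-linked expression, so sex and genotype cannot be told apart in any comparison of genotypes within G3. With the replicate number as a block, the pairing being taken from the labels, the counts were 38 down and 242 up in G0 and 26 down and 202 up in G3, while the correlation of same-numbered samples was −0.122 and −0.166. Leaving out single samples moved the counts most, down to 0 downregulated sets in G0, 0 in G3 and 0 upregulated sets in G3. With genes ranked by log2 fold change 0 sets were upregulated in G3 as well, and 20 were downregulated. Gene permutation leaves out the variation between MEF lines. Camera, run with a preset correlation of 0.01 between the genes of a set, gave 49 down and 241 up in G0 and 47 down and 216 up in G3. That correlation was not estimated from the samples, so camera does not test the variation between lines.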

GSEA revealed significant downregulation of pathways involved in lipid metabolism in G0‐G3 *Rap1* ^−/−^ cells, being the number of downregulated pathways higher in G3 *Rap1* ^−/−^ than in G0 *Rap1* ^−/−^. 

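The lipid-related sets of Table S2 are built on cytochrome P450 enzymes and fatty acids. The Reactome set of cytochrome P450 enzymes arranged by substrate type had 93 members, of which 33 were ranked and 14 reached the expression filter, so most of its genes were near the floor of detection. Its NES was −0.88 in G0 (FDR q = 0.899) and −1.01 in G3 (FDR q = 0.699), neither past the threshold of 0.25. Among its 14 expressed members, 7 were lower in G0 *Rap1* -/- MEFs and 11 were lower in G3 *Rap1* -/- MEFs. The smallest p of the set in G0 belonged to *Cyp51*, with a log2 fold change of −0.44 (standard error 0.15, limma adjusted p = 0.782). A list of 96 *Cyp* genes, written before the values were seen, had 30 ranked members. It gave an NES of 0.73 in G0 (FDR q = 0.854) and −0.88 in G3 (FDR q = 0.721). Of its 11 expressed members, 6 were lower in G0, with a mean log2 fold change of −0.128, and 9 were lower in G3. *Cyp2u1*, the member of that list with the smallest p in G0, lies on chromosome 3 from 131290491 to 131303227 and was at 1.04 ± 0.19 FPKM (SD, n = 2) in G0 *Rap1* -/- MEFs and 0.58 ± 0.22 FPKM (SD, n = 2) in G0 *Rap1* +/+ MEFs, a log2 fold change of 0.38 (standard error 0.23, limma adjusted p = 0.791). The fatty acids set had 19 members and 5 ranked genes, too few to be scored. For it a list of 17 P450 family 4 genes had been written beforehand, with 6 ranked and 4 expressed genes, and its NES was −1.03 in G0 (FDR q = 0.552) and −1.52 in G3 (FDR q = 0.106), where 3 of the 4 expressed genes were lower with a mean log2 fold change of −0.139. That G3 score was past the threshold, also with the replicate block (NES −1.51, FDR q = 0.169), and not by log2 fold change (NES −1.25, FDR q = 0.325). Nor was it in 3 of the 11 fits that each left out 1 sample. Without the second G3 *Rap1* -/- sample the NES was −0.98. Regulation of cholesterol biosynthesis by SREBP, a lipid set outside Table S2, had an NES of −2.27 in G0 (FDR q = 0.002), with 23 of 36 expressed members lower, and −1.26 in G3 (FDR q = 0.389). Formation of fibrin clot, also in Table S2, had an NES of −1.55 in G0 (FDR q = 0.173) and −1.53 in G3 (FDR q = 0.207), with 8 of 11 expressed members lower in each generation. Taking the replicate number as a block, with the pairing from the labels and a same-number correlation of −0.122 in G0 and −0.166 in G3, the P450 set scored −0.84 in G0 and −0.92 in G3 and the fibrin clot set −1.51 (FDR q = 0.201) and −1.45 (FDR q = 0.425), so the latter was not past the threshold in G3 with the block. In all, 50 sets were downregulated in G0 and 37 in G3, against 38 and 26 with the block, and the number in G3 ranged from 0 to 44 when each sample was left out in turn. From the P450 and fatty acid sets in its own tables, the paper concludes that lipid metabolism pathways are downregulated in G0 and G3 *Rap1* -/- cells, with more pathways in G3.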

Thus, in G3 *Rap1* ^−/−^ MEFs, pathways related to hormone biosynthesis, adhesion, and fibroblast growth factor receptor were downregulated as compared to RAP1‐proficient counterparts. 

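Adhesion, hormone biosynthesis and fibroblast growth factor receptor (FGFR) genes were followed in G3 as lists of genes written before the values were seen. For adhesion the list holds collagen genes. The collagen adhesion set of Table S2 had no match by name and was not scored. The G3 genotypes also differ in *Xist* and Y-linked expression, so genotype and sex cannot be told apart within G3. Of 43 collagen genes 23 were expressed, and 22 of these were lower in G3 *Rap1* -/- MEFs, with a mean log2 fold change of −0.556 ± 0.478 (SD over genes) and an NES of −1.93 (FDR q = 0.007). Hormone biosynthesis had 44 genes, of which 6 were expressed and 4 of these were lower, with a mean log2 fold change of −0.43 ± 1.35 (SD over genes) and an NES of −1.23 (FDR q = 0.238). The deiodinase gene *Dio3*, at −3.06, carried that mean. The 2 genes that were higher were *Inhbb* at 0.79 and *Inhba* at 0.24. For the 28 fibroblast growth factors and receptors, 6 of 10 expressed genes were lower, with a mean of −0.173 ± 0.32 (SD over genes) and an NES of −1.43 (FDR q = 0.145). With the replicate block, the pairing being taken from the labels and same-numbered samples correlating at −0.166, the NES was −1.96 for collagens, −1.11 for hormone biosynthesis and −1.45 for the fibroblast growth factor genes. Leaving out the first G3 *Rap1* +/+ sample moved the fibroblast growth factor score most, from −1.43 to 1.21. Leaving out the first G3 *Rap1* -/- sample took the collagen score to −1.18. The hormone biosynthesis score ranged from −1.53 to −1.01 over the 11 fits that each left out 1 sample. It was not past the threshold in 6 of them. Among the Reactome sets of Table S2, amine-derived hormones had 7 ranked genes and FGFR1 ligand binding and activation had 10, too few to be scored. The 7 expressed members of the endogenous sterols set, likewise too small, had a mean log2 fold change of −0.115, with 6 of them lower. In the FGFR1 set 3 of 5 expressed members were higher and 2 lower in G3, with a mean of −0.127. In G0 all 5 were higher, with a mean of 0.272. The 1 expressed member of amine-derived hormones was lower in G3, at −3.06. That is the value of *Dio3* in the hormone list, so the 2 are not separate results. From the sets downregulated in G3, the paper concludes that hormone biosynthesis, adhesion and FGFR pathways are lowered in G3 cells without RAP1.

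**Figure D2:**
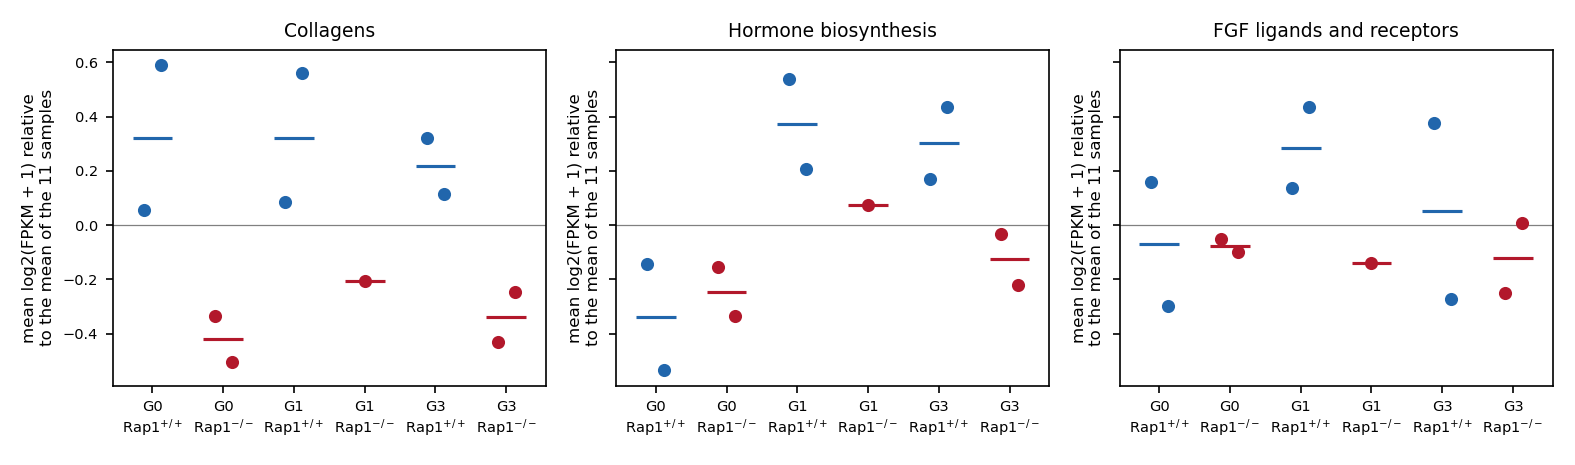
Mean log2(FPKM + 1) of the expressed genes of each list, relative to the mean of the 11 samples (vertical axis), by generation and genotype for collagens, hormone biosynthesis, and fibroblast growth factors and receptors. Points are samples and bars are group means. For collagens the *Rap1* -/- samples reach at most −0.208 and the *Rap1* +/+ samples start at 0.056, while in the other lists the genotypes overlap.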

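Genes of fatty acid metabolism were also followed as lists. Fatty acid oxidation had 24 genes, 20 of them expressed, and in G0 *Rap1* -/- MEFs 18 of these 20 were higher, with a mean log2 fold change of 0.198 ± 0.18 (SD over genes) and an NES of 1.85 (FDR q = 0.012). In G3 10 were higher and 10 lower, with an NES of 0.95 (FDR q = 0.581), and in G1 18 were lower, with an NES of −1.41 (FDR q = 0.21). For fatty acid synthesis, 14 of 22 expressed genes were lower in G0 (NES −1.21, FDR q = 0.346) and 11 of 22 in G3 (NES −0.6, FDR q = 0.96). *Acaa1a*, an acyltransferase of peroxisomal fatty acid oxidation on chromosome 9 from 119341294 to 119350295, was at 37.68 ± 2.51 FPKM (SD, n = 2) in G0 *Rap1* -/- MEFs and 26.63 ± 3.44 FPKM (SD, n = 2) in G0 *Rap1* +/+ MEFs, a log2 fold change of 0.49 (standard error 0.18, limma adjusted p = 0.782). *Dgat2*, on chromosome 7 from 99153663 to 99182713, makes triacylglycerol and had a log2 fold change of 0.72 (standard error 0.27, limma adjusted p = 0.782) in G0 and of −0.13 (standard error 0.27, limma adjusted p = 1) in G3. In G3 the oxidation gene with the smallest p was *Hadh*, on chromosome 3 from 131233424 to 131272037, with a log2 fold change of −0.25 (standard error 0.2, limma adjusted p = 1), and the synthesis gene was *Me1*, on chromosome 9 from 86581363 to 86695914, with −0.28 (standard error 0.19, limma adjusted p = 1). No gene of either list passed an adjusted p of 0.05. The replicate block gave an NES of 1.68 for oxidation in G0, with the pairing taken from the labels and a same-number correlation of −0.122. Leaving out the first G0 *Rap1* +/+ sample lowered that score the furthest, to 1.11. The binding sites were measured in samples not analysed here. The paper links the lowered lipid pathways to its proposal that RAP1 activates genes of fatty acid metabolism, and to the larger number of binding sites in G3 *Rap1* +/+ MEFs.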

These results are in agreement with the proposed role of RAP1 in the transcriptional activation of genes involved in fatty acid metabolism (Martinez *et al*., 2010) and with the increased numbers of RAP1‐genomic binding sites in G3 *Rap1* ^+/+^ as compared to *Rap1* ^+/+^ (Fig. 5E–G). 

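Among 721 Reactome sets, 268 were upregulated in G0 *Rap1* -/- MEFs and 260 in G3 *Rap1* -/- MEFs at an FDR q under 0.25. The number in G3 depended on the ranking statistic, with 0 sets when genes were ranked by log2 fold change, while G0 kept 207 by that ranking. Of those 207 sets, 183 had a positive score in G3 by the same ranking, without passing the threshold. Confined to the 9985 genes with at least 1 FPKM in every sample, a setting chosen after seeing the data, the ranking by log2 fold change gave 128 in G3. It fell to 0 as well when the first G3 *Rap1* -/- sample was left out, and leave-one-out counts reached 281. The fit with the replicate number as a block gave 242 upregulated sets in G0 and 202 in G3, the pairing being taken from the labels, with same-numbered samples correlating at −0.122 in G0 and −0.166 in G3. In G0 the set for assembly of the pre-replicative complex had an NES of 2.3 (FDR q = 0.012), with 53 of 61 expressed genes higher. Extension of telomeres reached 2.1 (FDR q = 0.016), with 20 of 25 higher, and DNA repair 1.64 (FDR q = 0.036), with 83 of 129 higher. Glucose metabolism scored 1.87 (FDR q = 0.02), metabolism of nucleotides 1.92 (FDR q = 0.02) and metabolism of amino acids 2.21 (FDR q = 0.015). In G3 the scores were 1.61 for the pre-replicative complex, 2.11 for extension of telomeres, 2.04 for DNA repair, 1.68 for glucose metabolism, 2.32 for nucleotides and 1.02 for amino acids, and of these the amino acid set alone was not past the threshold (FDR q = 0.566). The largest scores in G0 belonged to respiratory electron transport (NES 2.92), mitochondrial translation termination (2.77) and eukaryotic translation termination (2.66). The 77 expressed respiratory chain genes averaged 0.371 log2 units above the mean of the samples in the second G0 *Rap1* -/- sample and −0.002 in the first, so the rise was larger in 1 of the 2 lines. For eukaryotic translation termination these samples were at 0.37 and −0.063, and the G0 *Rap1* +/+ samples at −0.076 and −0.164. Without the second G0 *Rap1* -/- sample the NES was 0.82 for that set, 1.41 for mitochondrial translation termination and 1.64 for respiratory electron transport. That sample is also the only G0 sample with Y-linked expression. In its own analysis the paper found upregulated sets in G0 and none in G3.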

Interestingly, GSEA analysis did not reveal any upregulated pathways in G3 *Rap1* ^−/−^ cells, while several pathways related to cell proliferation, extension of telomere, DNA repair, and carbohydrate–nucleid acid—amino acid metabolism were significantly upregulated in G0 *Rap1* ^−/−^ (Table S3, Supporting information). 

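Table S3 names 12 DNA repair sets, and 8 of them could be scored. Both gap-filling sets had the same NES (1.95 in G0 and 2.19 in G3). So had both homologous recombination sets (1.47 and 1.81), and the 8 are therefore not distinct results. In G0 *Rap1* -/- MEFs all 8 were upregulated at an FDR q under 0.25, with NES between 1.41 and 1.95 and q between 0.019 and 0.126. When genes were ranked by log2 fold change 5 of the 8 were, without double-strand break repair (FDR q = 0.424) and the recombination sets (FDR q = 0.395). Homologous recombination repair had an NES of 1.47 (FDR q = 0.091), with 9 of 16 expressed genes higher and a mean log2 fold change of 0.115. Global genomic nucleotide excision repair (GG-NER) had an NES of 1.71 (FDR q = 0.028), with 24 of 34 genes higher and a mean of 0.138. The ATM-mediated response was scored only as a list of 14 genes, 7 of them higher and 7 lower, with an NES of 0.93 (FDR q = 0.674). The list for homologous recombination, with 22 genes, scored 1.06 (FDR q = 0.502), that for GG-NER, with 29, scored 1.44 (FDR q = 0.088), and that for extension of telomeres, with 26, scored 2.17 (FDR q = 0.006). The smallest p in the GG-NER and recombination lists belonged to *Rpa2*, a subunit of replication protein A on chromosome 4 from 132768360 to 132778746, at 49.71 ± 9.95 FPKM (SD, n = 2) in G0 *Rap1* -/- MEFs and 33.18 ± 2.65 FPKM (SD, n = 2) in G0 *Rap1* +/+ MEFs, a log2 fold change of 0.56 (standard error 0.17, limma adjusted p = 0.782). *Ruvbl2*, on chromosome 7 from 45421898 to 45434464, had the smallest p in the list for extension of telomeres, with 0.5 (standard error 0.15, limma adjusted p = 0.782), and *H2afx*, on chromosome 9 from 44334715 to 44336073, in the ATM list, with 0.42 (standard error 0.24, limma adjusted p = 0.782). With the replicate block the GG-NER list scored 1.43 and that for extension of telomeres 1.95, the pairing being taken from the labels, with a same-number correlation of −0.122. The GG-NER list moved most, to an NES of 1.07, when genes with at least 1 FPKM in at least 2 samples were ranked by log2 fold change, a setting chosen after seeing the data. From the upregulated sets the paper proposes that *Rap1* deletion leaves telomeres uncapped at a basal level and that homologous recombination, ATM signaling and GG-NER repair them.

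**Figure D3:**
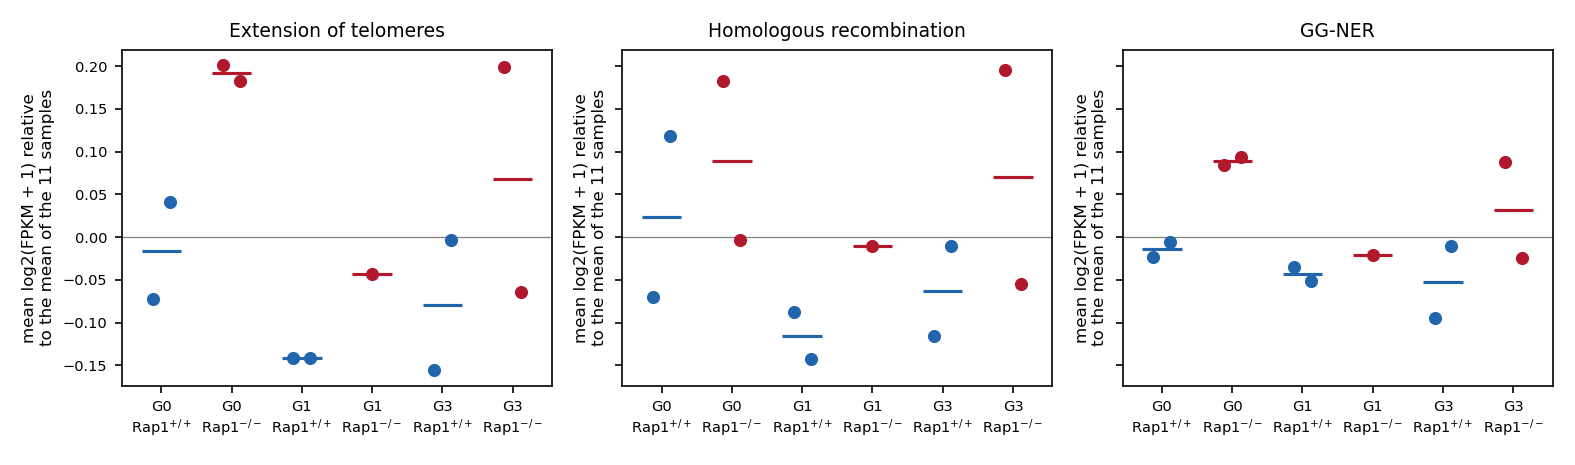
Mean log2(FPKM + 1) of the genes of each list, relative to the mean of the 11 samples (vertical axis), by generation and genotype for extension of telomeres, homologous recombination and GG-NER. Points are samples and bars are group means. In G0 the *Rap1* -/- samples are at 0.201 and 0.183 for extension of telomeres, against −0.073 and 0.041 for *Rap1* +/+, while in G3 the *Rap1* -/- samples are at 0.199 and −0.064.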

This observation likely reflects that *Rap1* deletion induces a basal state of telomere uncapping that is being repaired by different DNA damage repair pathways, that is, homologous recombination, ATM signaling, and GG‐NER. 

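The same 8 repair sets were scored in G3 *Rap1* -/- against G3 *Rap1* +/+ MEFs, and all 8 were upregulated at an FDR q under 0.25, with NES between 1.71 and 2.19 and q up to 0.026. Homologous recombination repair had an NES of 1.81 (FDR q = 0.012), with 13 of 16 genes higher and a mean log2 fold change of 0.132, and GG-NER had 1.71 (FDR q = 0.026), with 26 of 34 higher and a mean of 0.093. By log2 fold change 0 of the 8 were past the threshold in G3, all with positive scores. The FDR q was 0.472 for DNA repair, 0.479 for homologous recombination repair and 0.465 for GG-NER. By that ranking the NES in G3 was 1.38, 1.49 and 1.43, and in G0 it was 1.36, 1.18 and 1.44. The scores were thus no lower in G3 by more than 0.01, and the FDR q was higher. Without the first G3 *Rap1* -/- sample the DNA repair set, at 2.04 with all samples, had an NES of 0.95. In the list for homologous recombination that sample was at 0.195 and the second G3 *Rap1* -/- sample at −0.055 relative to the mean of all samples, while the *Rap1* +/+ samples were at −0.116 and −0.01, so the means differed by less than the 2 *Rap1* -/- samples did. The list for ATM signaling scored 1.02 in G3 (FDR q = 0.517). *Rad51ap1*, on chromosome 6 from 126923419 to 126939555, had the smallest p among the recombination genes in G3, at 17.84 ± 0.58 FPKM (SD, n = 2) in G3 *Rap1* -/- MEFs and 14.52 ± 0.09 FPKM (SD, n = 2) in G3 *Rap1* +/+ MEFs, a log2 fold change of 0.28 (standard error 0.14, limma adjusted p = 1). *Mre11a*, on chromosome 9 from 14784707 to 14834417, led the ATM list with 0.29 (standard error 0.2, limma adjusted p = 1), and *Mnat1*, on chromosome 12 from 73123717 to 73273988, led the GG-NER list with −0.23 (standard error 0.13, limma adjusted p = 1). When G3 *Rap1* +/+ MEFs were set against G0 *Rap1* +/+ MEFs, 0 of the 8 sets were upregulated. Their NES lay between −1.51 and −1.06 and q between 0.519 and 0.848. These groups also differ in *Xist* and Y-linked expression, so generation and sex cannot be told apart there. The same holds for genotype and sex in G3. *Xist* was at 15.03 and 12.84 FPKM in the G3 *Rap1* -/- samples and at 0.22 and 0.24 FPKM in the G3 *Rap1* +/+ samples. With the replicate block, whose pairing is taken from the labels and where same-numbered samples correlated at −0.166 in G3, the DNA repair set scored 1.72 in G3 *Rap1* -/- against *Rap1* +/+ MEFs and 0.58 in G3 against G0 *Rap1* +/+ MEFs. The paper found no difference between the G3 genotypes, and proposes that critically short telomeres are dysfunctional in both and activate these repair pathways to a similar extent.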

The fact that no differences in the activation of these pathways were detected between G3 *Rap1* ^+/+^ and G3 *Rap1* ^−/−^ may indicate that in the context of critically short telomeres (G3), both *Rap1* ^+/+^ and *Rap1* ^−/−^ MEFs present dysfunctional telomeres and therefore similarly activate these DNA damage repair‐related pathways. Interestingly, 0.44% of the genes whose expression was altered > 1.5 fold in G0 *Rap1* ^−/−^ presented a RAP1‐genomic binding peak while this figure was increased to 2.3% in G3 *Rap1* ^−/−^, consistent with a higher number of RAP1‐binding peaks G3 *Rap1* ^+/+^ than in G0 *Rap1* ^+/+^ MEFs (Fig. 5F).

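Among 11733 genes with at least 1 FPKM in at least 2 samples, 832 (7.09%) differed more than 1.5-fold between the group means of G0 *Rap1* -/- and G0 *Rap1* +/+ MEFs, with 385 higher and 447 lower without RAP1. In G3 there were 647 (5.51%), with 223 higher and 424 lower. When every *Rap1* -/- sample had to differ more than 1.5-fold from every *Rap1* +/+ sample, 127 genes remained in G0 and 86 in G3. A pseudocount of 0.1 in place of 1 raised the counts to 1365 and 1085. Leaving out the first G0 *Rap1* -/- sample moved the G0 count most, to 1944. Each generation has 2 samples per genotype, so its 4 samples can be split into pairs in 3 ways. In G0 the other splits gave 748 and 1089 genes, and in G3 467 and 1194, so the counts for the genotypes lay within those for splits that mix them. The share of these genes with a RAP1 binding peak needs the peak positions, which are not in the files analysed here. The replicate block was not run for these counts, since they are differences of group means that a block cannot move in a balanced generation. From that share, which rose from G0 to G3, the paper relates the change to the higher number of RAP1 binding peaks in G3 *Rap1* +/+ MEFs.

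**Figure D4:**
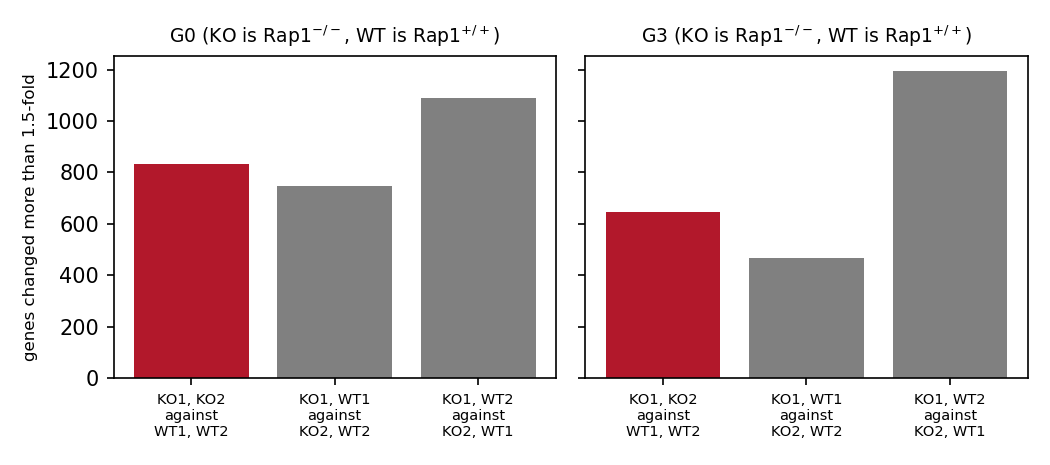
Number of genes changed more than 1.5-fold (vertical axis) for each way of splitting the 4 samples of G0 (left) and of G3 (right) into pairs, with the split by genotype in red. The split by genotype gives 832 genes in G0, between 748 and 1089 for the others, and 647 in G3, between 467 and 1194.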

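With limma and Benjamini-Hochberg adjustment over 11733 genes, 2 genes were past an adjusted p of 0.05 in G0, 0 in G1 and 1 in G3. *Mir194-1*, on chromosome 1 from 185313319 to 185313385 and 67 bases long, was at 642 and 646.45 FPKM in the G0 *Rap1* -/- samples and at 0 in the others, a log2 fold change of 9.33 (standard error 0.17, limma adjusted p = 1.09e-07). *Mir1893*, on chromosome 18 from 6490564 to 6490646 and 83 bases long, had a log2 fold change of −6.77 (standard error 0.34, limma adjusted p = 0.000197) in G0, and *Snord7*, on chromosome 11 from 83294304 to 83294399 and 96 bases long, of −6.23 (standard error 0.39, limma adjusted p = 0.00249) in G3. These loci encode 2 microRNA precursors and a small nucleolar RNA, and for all 7 of their values above 0 the confidence interval that Cufflinks gave reached 0. At a nominal p of 0.001, where 11.7 genes would be listed by chance, there were 17 genes in G0, 5 in G1 and 6 in G3. The fit with the replicate block, with pairing from the labels and same-number correlations of −0.122 and −0.166, gave 3 genes in G0 and 0 in G3, and could not be made for G1. Apart from the fits that each left out 1 sample, fitting only the groups compared moved the counts in G1 and G3 most, to 17 and 8. Leaving out the filter on low values moved that in G0 most among these settings, to 7. Over all generations together, with 5 *Rap1* -/- and 6 *Rap1* +/+ samples, 0 genes were past an adjusted p of 0.05. The paper carried its own lists of deregulated genes, made with Cufflinks, into the functional analysis by disorder and disease.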

To explore the biological pathways affected by *Rap1* deletion, we performed functional analysis with the significantly deregulated genes (FDR < 0.05) between G0‐G1‐G3 *Rap1* ^−/−^ cells compared to G0‐G1‐G3 *Rap1* ^+/+^ cells. For this, we used the Ingenuity software to find disorders and disease groups that were significantly affected (FDR < 0.05) in the three groups (Fig. S4, Supporting information). We found similar biological functions related with disease in the three groups. We did not detect deregulation of any particular disorder/disease in cells with shortened telomeres compared to telomerase‐proficient groups that could underline the reduced survival observed in G3 *Rap1* ^−/−^ mice. These results suggest that reduced survival in the *Rap1 Terc* doubly deficient mice is mainly due to RAP1 function in telomere homeostasis.

## Discussion

Here, we demonstrate that RAP1 exerts an important role in telomere maintenance and telomere protection in the context of telomerase deficiency. In line with this, mice lacking both RAP1 and telomerase show a progressive decreased survival with increasing mouse generations compared with telomerase single mutants.

In particular, we observe that telomere erosion due to telomerase deficiency is enhanced in the absence of RAP1, leading to an earlier onset of DNA damage and its consequent DDR (Fig. 6). As a consequence, we observe an accelerated onset and progression of degenerative pathologies (i.e. GI atrophies) in G3 *Rap1* ^−/−^ *Terc* ^−/−^ compared to G3 *Rap1* ^+/+^ *Terc* ^−/−^, thus leading to shorter mouse survival. These findings unveil a previously unnoticed role for RAP1 in telomere maintenance and tissue homeostasis. Importantly, we observed the most drastic pathological effects of RAP1 deficiency in the context of telomerase deficiency in proliferative tissues such as the intestinal tract, but not in the low‐proliferating tissues such as liver, lung, spleen, heart, or kidneys, suggesting that RAP1 is particularly important to maintain homeostasis of the highly proliferative tissues. In fact, RAP1‐mediated effects on telomere shortening are only observed in proliferative tissues such as intestines and blood indicating a cell‐/tissue‐specific RAP1 effect. The mechanisms underlying the accelerated telomere shortening could be explained by a faster cycling rate and/or increased ROS in *Rap1* ^−/−^ *Terc* ^−/−^ as compared to *Rap1* ^+/+^ *Terc* ^−/−^ intestinal cells. These results are in agreement with recent findings supporting that interaction between RAP1 and TRF2 is important for telomere function and chromosome‐end protection (Arat and Griffith 2012; Rai *et al*., 2016). In particular, interaction between RAP1 and TRF2 significantly increases the binding affinity of the complex for double (ds) telomeric repeats and for telomeric 3′ ends (Arat *et al*. 2012). In addition, the TRF2/RAP1 complex has higher ability to remodel telomeric DNA compared to either component alone. On long telomeres, the TRF2‐RAP1 complex can initiate t‐loop formation and prevention of the DDR. Similarly, on short telomeres where the t‐loop cannot be formed, the TRF2/RAP1 complex can still bind to the ds‐ss telomere junction due its high affinity for this structure and suppress the unnecessary DDR by blocking the end and making it less accessible to DNA repair machinery and thereby exerting a protective role (Arat *et al*. 2012). Thus, our results could be in agreement with a model in which t‐loop formation of critically short telomeres after replication is further compromised in RAP1‐depleted cells, being more susceptible to telomere degradation by nucleases. Indeed, RAP1 was recently reported to protect from end‐to‐end fusions in cells with topologically compromised telomeric DNA with significantly reduced cellular t‐loop content (Benarroch‐Popivker *et al*., 2016). In agreement with this, G3 *Rap1* ^−/−^ cells present higher incidence of end‐to‐end fusions (see Fig. 3F).

**Figure 6:**
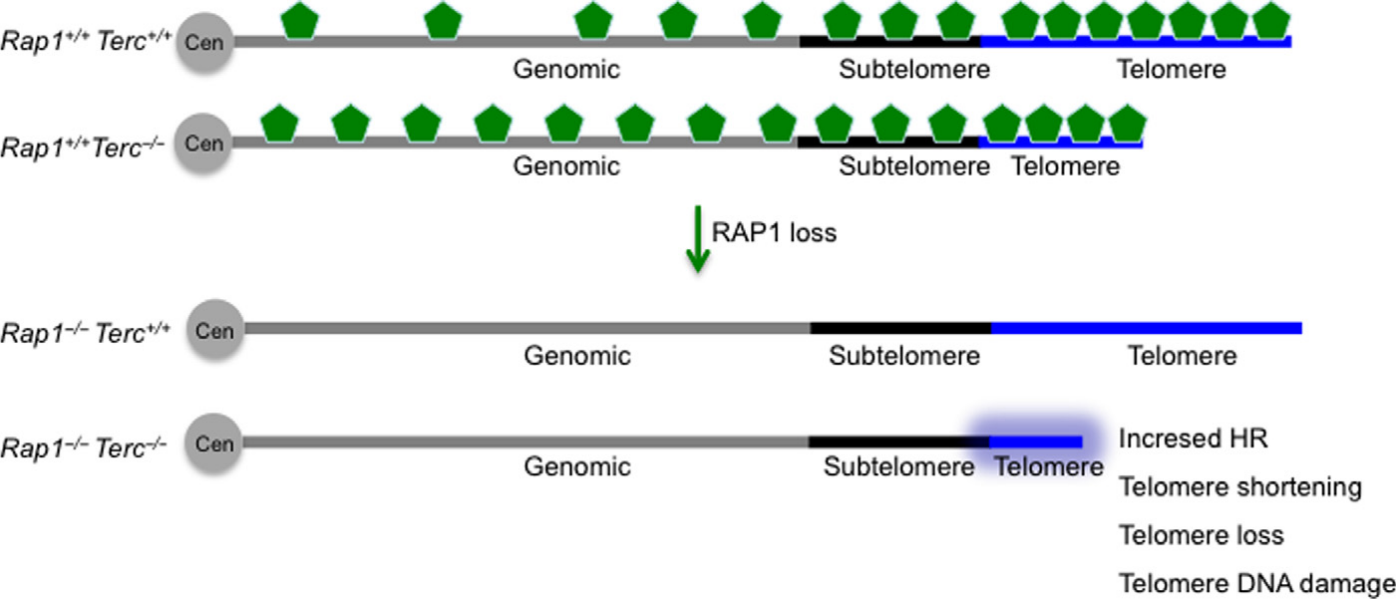
Proposed model for RAP1 role in telomere function. Cells with normal telomeres show an increased density of RAP1 peaks toward the subtelomeres and telomere, while this density decreases toward the centromere. As telomeres shorten associated with increasing generations of telomerase‐deficient mice, RAP1 occupancy at telomeres decreases while it increases at extratelomeric genomic sites. Furthermore, RAP1 enrichment at subtelomeric sites is lost when telomeres shortened. Interestingly, while RAP1 loss in cells with normal telomeres is tolerated and does not induce significant telomere shortening or induction of severe DNA damage signaling at telomeres, RAP1 deficiency in a context of telomerase deficiency and critically short telomeres augments telomere homologous recombination, further accelerating telomere shortening and chromosomal instability. We propose a previously unnoticed role for RAP1 in telomere maintenance in the context of telomerase deficiency and short telomeres, which in turn results in an anticipated appearance of degenerative capacities and shorter lifespan in mice.

RAP1 has also been shown to be essential to protect telomeres from homology‐directed repair as its loss induces telomeric sister chromatin recombination (Martinez *et al*., 2010; Sfeir *et al*., 2010; Rai *et al*., 2016). Here, we confirm a moderate increase in telomeric homologous recombination (HR) in the absence of RAP1 regardless of the underlying telomere length, supporting an antirec function of RAP1. Indeed, it has recently been shown that RAP1 cooperates with the basic domain of TRF2 (TRF2^B^) to repress the HR factors PARP1 and SLX4 localization to telomeres. In the absence of RAP1 and TRF2^B^, PARP1 and SLX4 promote telomere resection that results in telomere loss and the generation of telomere‐free chromosome fusions mediated by the HR pathway (Rai *et al*., 2016). Thus, it is tempting to speculate that the enhanced telomere shortening observed in telomerase‐deficient cells lacking RAP1 is likely due to increased telomeric HR in the absence of RAP1 (Fig. 6). In addition, it is also possible that telomerase and RAP1 cooperate to protect telomeres from degradation during replication of telomeric DNA tracts through the antirec properties of RAP1.

We also found that RAP1 deficiency did not abolish the tumor suppressor role of short telomeres and telomerase deficiency (Greenberg *et al*., 1999; Gonzalez‐Suarez *et al*., 2000). This observation is particularly interesting in light of a previous report suggesting a tumor suppressor role for RAP1 via modulation of the NF‐κB‐mediated pathway (Teo *et al*., 2010). However, our results clearly show that RAP1 deficiency does not affect spontaneous cancer incidence throughout the lifespan of both telomerase‐deficient and telomerase WT mice (Martinez *et al*., 2013).

RAP1 protein does not contain a DNA‐binding domain (Li *et al*., 2000), and therefore, it is proposed to interact with yet unknown partners to accomplish its transcriptional function (Martinez *et al*., 2010). However, human RAP1 can bind *in vitro* to DNA with a preference for double‐strand–single‐strand junction in a sequence‐independent manner (Arat *et al*. 2012), thus raising the possibility that direct RAP1 binding to DNA could at least partially account for nontelomeric function at internal sites on the chromosomes. The recruitment of RAP1 to the telomeres is accomplished through interactions with the shelterin component TRF2 and is thereby dependent on the number of TRF2 molecules bound to the telomeric DNA repeats, which in turn is proportional to the length of telomeres (Li *et al*., 2000; Arat & Griffith, 2012; Bandaria *et al*., 2016). Telomere length is highly dynamic and does vary among different cell types and along aging (Harley *et al*., 1990; Liu *et al*., 2007; Flores *et al*., 2008). Thus, it is therefore conceivable that telomere length would affect the ratio between telomere‐bound RAP1 and genomic DNA‐bound RAP1 that is available to perform its transcriptional regulatory function. Indeed, in telomerase‐deficient senescent yeast, the levels of Rap1 at telomeres decrease concomitantly with an increase in Rap1 occupancy at extratelomeric sites already bound in nonsenescent cells as well as at other newly identified genomic sites denoted as new Rap1 targets at senescence (Platt *et al*., 2013). In addition, Rap1 delocalization contributes to the transcriptional changes observed in senescent cells and it was suggested that its release from telomere foci is a coordinated genomic response to telomere shortening (Platt *et al*., 2013). In agreement with this notion, here, we find that short telomeres owing to telomerase deficiency result in decreased RAP1 levels at telomeres as determined by whole‐genome ChIP sequencing, at the same time that increases RAP1 peaks at extratelomeric genomic sites in cells (Fig. 6). We also find that the known RAP1 enrichment at subtelomeric sites is lost as telomeres shorten with increasing mouse generations in the absence of telomerase, thus suggesting potential effects in subtelomeric gene silencing (Fig. 6). 

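In G3, 37 of 721 Reactome sets were downregulated in *Rap1* -/- MEFs and 260 were upregulated at an FDR q under 0.25, and in G0 50 were downregulated and 268 upregulated. A stricter FDR q of 0.05 left 6 down and 129 up in G3 and 16 down and 210 up in G0. With the replicate block, whose pairing is read from the labels (same-number correlation −0.122 in G0 and −0.166 in G3), 26 were down and 202 up in G3 and 38 down and 242 up in G0. Of 19 lists of genes written before the values were seen, 12 passed an FDR q of 0.25 in G3 (7 down and 5 up) and 11 in G0 (3 down and 8 up). The count of lists in G3 moved most when 1 sample was left out, where it reached 0. The paper states that its profiling of G3 MEFs showed moderately more deregulated pathways without RAP1. It names hormone biosynthesis, adhesion and FGFR, which its tables list as lowered in G3.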

Accordingly, gene expression profiling in RAP1‐proficient and RAP1‐deficient G3‐*Terc* ^−/−^ MEFs revealed a moderate higher numbers of deregulated pathways in the absence of RAP1. 

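In the lists of genes for hormone biosynthesis, adhesion (collagens), fibroblast growth factors and fibrin clot formation, the gene with the smallest p in G3 was followed in each. *Dio3*, an iodothyronine deiodinase of thyroid hormone metabolism on chromosome 12 from 110279230 to 110281097, was at 1.58 ± 0.58 FPKM (SD, n = 2) in G3 *Rap1* -/- MEFs and 24.96 ± 21.02 FPKM (SD, n = 2) in G3 *Rap1* +/+ MEFs, a log2 fold change of −3.06 (standard error 0.61, limma adjusted p = 1), and the SD of the *Rap1* +/+ samples was nearly as large as the difference between the means. *Col8a1*, a collagen on chromosome 16 from 57624256 to 57754737, was at 20.67 ± 3.97 FPKM (SD, n = 2) in G3 *Rap1* -/- MEFs and 45.25 ± 14.7 FPKM (SD, n = 2) in G3 *Rap1* +/+ MEFs, a log2 fold change of −1.07 (standard error 0.29, limma adjusted p = 1). *Fgf18*, on chromosome 11 from 33117431 to 33147400, was at 0.25 ± 0.21 FPKM (SD, n = 2) in G3 *Rap1* -/- MEFs and 0.88 ± 0.41 FPKM (SD, n = 2) in G3 *Rap1* +/+ MEFs, with −0.59 (standard error 0.31, limma adjusted p = 1). *Gp1bb*, a platelet glycoprotein on chromosome 16 from 18620319 to 18622403, belongs to the fibrin clot list and had −0.71 (standard error 0.28, limma adjusted p = 1). None of these differences passed the adjustment over all genes, although each gene was lower on average without RAP1. Sex-linked expression also differs between the G3 genotypes, so sex is not excluded for these differences. The replicate block left these fold changes as they were, because each generation is balanced, with the pairing taken from the labels and a same-number correlation of −0.166. The score of the fibroblast growth factor list moved most, from −1.43 to 1.21, when the first G3 *Rap1* +/+ sample was left out. The paper reads the lowered sets as pathways of hormone biosynthesis, adhesion and FGFR that change without RAP1 in G3.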

These pathways were related to hormone biosynthesis, adhesion, and fibroblast growth factor receptor. Our data support that RAP1‐mediated effects on the survival of telomerase‐deficient mice are through its function in telomere homeostasis. However, given that transcriptional profiling in this work was performed in SV40‐LT immortalized MEFs, affected in many different pathways including p53 and RB, we cannot rule out that decreased survival in *Rap1* ^−/−^ *Terc* ^−/−^ compound mice could also partially be attributed to RAP1 role in transcriptional regulation. Future work aimed to analyze the RAP1‐mediated transcriptional effects in different tissue types of late‐generation telomerase‐deficient mice is needed to ultimately unveil RAP1 role in the survival of telomerase‐deficient mice.

The deleterious *in vivo* effects of single *Rap1* deletion are manifested in the liver and white fat tissues resulting in obesity and hepatic steatosis (Martinez *et al*., 2013; Yeung *et al*., 2013). However, telomerase deficiency in combination with RAP1 depletion abrogates the obese phenotype and liver pathologies observed in *Rap1* single knockout mice. One likely explanation to this observation is that the severe intestinal degenerative pathologies induced by telomerase deficiency impede proper nutrient absorption at the GI track, thereby inhibiting lipid accumulation. Alternatively, few critically short telomeres in liver cells as a consequence of telomerase deficiency could trigger a metabolic program counteracting the one induced by RAP1 loss.

Our findings demonstrate that although RAP1 is not a key factor in telomere capping under conditions of a sufficient telomere reserve, in the settings of telomerase deficiency, RAP1 exerts an important function in telomere protection and telomere length maintenance, which in turn is important to delay the appearance of degenerative diseases and for organismal longevity. These previously uncovered findings explain its evolutionary conservation as a shelterin component in mammalian cells.

## Experimental procedures

### Generation of *Rap1* Terc double knockout mice

*Rap1Terc* knockout mice, Rap1^−/−^Terc^−/−^, were generated by crossing *Rap1* ^−/−^ (C57BL6/129SV; 90%: 10%) (Martinez *et al*., 2013) with *Terc* ^−/−^ mice (C57BL6; 100%) (Blasco *et al*., 1997). The resulting double heterozygous breeding pairs were used to generate G1 of single *Terc* ^−/−^ and of double *Rap1* ^−/−^ *Terc* ^−/−^. Mouse colonies of successive generations, G2 and G3, were generated by intercrossing G1 and G2 *Rap1* ^+/−^ *Terc* ^−/−^ pairs, respectively. All mice were generated and maintained at Animal Facility of the Spanish National Cancer Research Centre (CNIO) under specific pathogen‐free conditions in accordance with the recommendation of the Federation of European Laboratory Animal Science Associations.

## Author contributions

MAB and PM designed experiments and wrote the manuscript. PM performed the experiments. GG‐L and DP performed de RNAseq and ChIPseq analysis. JMF performed the pathology analyses.

## Funding

Research in the Blasco laboratory is funded by Spanish Ministry of Economy and Competitiveness (MINECO and FEDER) Project RETOS (SAF2013‐45111‐R), the European Research Council (ERC) Project TEL STEM CELL (ERC‐2008‐AdG/232854), and Fundación Botín.

## Conflict of interest

None declared.

## Supporting information

**Fig. S1** Kaplan–Meyer survival curves (A,C) and (B,D) Median survival from Kaplan–Meyer plots of *Rap1* ^+/+^ *Terc* ^+/+^, *Rap1* ^−/−^ *Terc* ^+/+^, G1 *Rap1* ^+/+^ *Terc* ^−/−^, G1 *Rap1* ^−/−^ *Terc* ^−/−^, G2 *Rap1* ^+/+^ *Terc* ^−/−^, G2 *Rap1* ^−/−^ *Terc* ^−/−^, G3 *Rap1* ^+/+^ *Terc* ^−/−^ and G3 *Rap1* ^−/−^ *Terc* ^−/−^ males (A,B) and females (C,D).
**Fig. S2** (A) Incidence of kidney, lung, spleen and heart pathologies at death point of mice of the indicated genotypes.
**Fig. S3** (A) Quantification of total cellular RAP1 levels in cell extract of two independent immortalized MEFS of the indicated genotypes by Western blot (WB).
**Fig. S4** Disorders and diseases found transcriptionally deregulated (FDR < 0.05) in (G0‐G1‐G3) RAP1‐deficient MEFs as compared tp RAP1‐proficient counterparts analyzed by Ingenuity software. Click here for additional data file.

**Appendix S1** Experimental procedures.
**Table S1** Overall reads of 50 bases length obtained in Illumina ChIP‐seq.
**Table S2** Downregulated pathways in *Rap1* ^−/−^ *Terc* ^+/+^ vs. *Rap1* ^+/+^ *Terc* ^+/+^.
**Table S3** Upregulated pathways in *Rap1* ^−/−^ *Terc* ^+/+^ vs. *Rap1* ^+/+^ *Terc* ^+/+^. Click here for additional data file.

# Supplementary material for: A genetic interaction between RAP1 and telomerase reveals an unanticipated role for RAP1 in telomere maintenance
**Source:** Aging Cell. 2016 Sep 1;15(6):1113–25. doi: 10.1111/acel.12517
**Supplement:** Supplementary file 2 — Appendix S1 Experimental procedures. Table S1 Overall reads of 50 bases length obtained in Illumina ChIP‐seq. Table S2 Downregulated pathways in Rap1 −/− Terc +/+ vs. Rap1 +/+ Terc +/+. Table S3 Upregulated pathways in Rap1 −/− Terc +/+ vs. Rap1 +/+ Terc +/+.

**Supporting Information**

**Experimental procedures**

**Telomere length quantitative fluorescence (Q-Fish) analyses on tissue sections and on metaphases**

Two independent immortalized MEFS per each genotype were incubated with 0.1µg/ml colcemide (Gibco) for 4 h at 37ºC and then fixed in methanol:acetic acid (3:1). Quantitative telomere fluorescence in situ hybridization (Q-FISH) was performed as described (Samper *et al.* 2000). Q-FISH directly on tissue sections was performed as previously described (Martinez *et al.* 2013). Confocal microscopy was performed at room temperature with a laser-scanning microscope (TSC SP5) using a Plan Apo 63Å-1.40 NA oil immersion objective (HCX). Maximal projection of z-stack images generated using advanced fluorescence software (LAS) were analyzed with Definiens XD software package. The DAPI images were used to detect telomeric signals inside each nuclei.

**Telomere recombination measurements using chromosome orientation FISH (CO-FISH)**

Exponentially growing primary MEFs were sub-cultured in the presence of 5’-bromo-2’-deoxyuridine (BrdU; Sigma) at a final concentration of 1x10^-5^ M, and then allowed to replicate their DNA once at 37ºC for 24 hours. Colcemide was added at a concentration of 0.1 µg/ml during the last 4 hours. Cells were then recovered and metaphases prepared as described (Samper *et al.* 2000). CO-FISH was performed as described (Bailey *et al.* 2004).

**Western blots**

Whole-cell extracts were prepared from immortalized MEFs of the indicated genotype and 50 μg of each extract were separated in 4-20% gradient SDS-polyacrilamide gels by electrophoresis. After transfer, the membranes were incubated with an anti-RAP1 (A300-306A from Bethyl laboratory) and anti-SMC1 (A300-055A from Bethyl laboratory). Antibody binding was detected after incubation with a secondary antibody coupled to horseradish peroxidase using enhanced chemiluminescence.

**Histopathology and immunohistochemistry**

Tissues were fixed in 10% buffered formalin, embedded in paraffin wax and sectioned at 5 mm. For pathological examination sections were stained with hematoxylin and eosin, according to standard procedures.

Liver pathologies were classified as either severe multifocal hepatitis or as non-alcoholic steatohepatitis (NASH). Hepatitis is characterized as lobular inflammation with lymphocytes, macrophages and neutrophiles infiltrates and hepatocellular ballooning degeneration. NASH is a progressive process that begins with lipid deposition in the liver, showing both macro and microvesicular fatty changes in hepatocyte’s cytoplasm followed by hepatocellular ballooning degeneration and lobular multifocal inflammation.

Intestinal atrophies found at death were classified as mild, medium or severe according to the pathological findings. Mild intestinal lesions are characterized by multifocal epithelia and glandular atrophy, showing architectural alterations of intestinal crypts as well as by the presence of diffuse inflammatory reaction with lymphocytes, macrophages and neutrophyles in lamina propria and submucosa. Medium intestinal lesions show multifocal areas in the mucosa lacking glands, the presence of degenerative epithelial and glandular cystic hyperplasia, the presence of diffuse inflammatory reaction in lamina propria and submucosa as well as hyperplasic reaction of gut associated lymphoid tissue (GALT). Severe intestinal atrophy is characterized by marked diffuse trasmural inflammation, regenerative epithelial and glandular hyperplasia that narrows the intestinal lumen, presence of cellular atypia in regenerated glands, presence of severe glandular atrophy and ulcers in the epithelium that increase the immflamatory response as well as by the abundance of hyperplasic reaction of Peyer’s patches.

Intestinal and immflamatory pathologies found in young mice at time point within their health span during which animals remain healthy with no pathological signs were classified as mild, medium or severe according to the pathological findings. Mild intestinal atrophy is characterized by multifocal mild shortening of the villi top in small intestine or in the folds in large intestine with no inflammatory reaction or architectural pathological glandular changes. Medium intestinal atrophy is characterized by generalizad moderate shortening of the villi top in small intestine and in the folds in large intestine, atrophy of glandular Paneth cells and a multifocal moderate subacute inflammation in lamina propria. Severe intestinal atrophy is characterized by generalized shortening or loss of the villi in small intestine and in the folds in large intestine, epithelial and glandular cystic hiperplasia and diffuse severe mixed inflammation in lamina propria.

Immunohistochemistry was performed on de-paraffinated intestine sections processed with 10 mM sodium citrate (pH 6.5) cooked under pressure for 2 min. Slides were washed in water, then in Buffer TBS Tween20 0.5 %, blocked with peroxidase, washed with TBS Tween20 0.5 % again and blocked with fetal bovine serum followed by another wash. The slides were incubated with the primary antibodies: mouse monoclonal to phospho-Histone H2AX (ser139) (JBW301, Millipore), rabbit monoclonal to Ki-67 antibody (SP6, Master Diagnostica), rabbit polyclonal to C3 cleaved-caspase 3 (Asp175) (Cell Signaling), rat monoclonal to p53 (POE316 A/E9, Monoclonal antibody core unit, CNIO) or rat monoclonal to p21 (291H/B5, Monoclonal antibody core unit, CNIO). Slides were then incubated with secondary antibodies conjugated with peroxidase from DAKO. Sections were lightly counterstained with hematoxylin and analyzed by light microscopy.

**Immunofluorescence staning techniques**

Immortalized MEFs were treated for 5 min with Triton-100 buffer (Munoz *et al.* 2009) for nuclear extraction, fixed 10 min in 4% buffered formaldehyde, permeabilized with 0.2% PBS-Triton for 10 min and blocked with 2% fetal bovine serum in PBS for 1h. Sampels were incubated O/N at 4ºC with a polyclonal rabbit anti-RAP1 (A300-306A from Bethyl laboratory) and with a rat monoclonal anti-TRF1 (Monoclonal antibody core facility, CNIO) antibody at 1:200 dilution. Slides were further incubated with 488-Alexa or 555-Alexa labeled secondary antibodies. Slides were mounted in Vectashield with 4',6-diamino-2-phenylindole (DAPI). Confocal microscopy was performed at room temperature with a laser-scanning microscope (TCS SP5; Leica) using a Plan Apo 63Å-1.40 NA oil immersion objective (HCX; Leica). Maximal projection of Z-stack images generated using advanced fluorescence software (LAS) was analyzed with the Definiens XD software package.

**ChIP-sequencing analyses and identification of RAP1-binding peaks**

Chromatin immunoprecipitation was performed as described (Martinez *et al.* 2010) using a rabbit polyclonal antibody against RAP1 (A300-306A from Bethyl laboratory). Biological duplicates of ChIP samples were independently processed into sequencing libraries. Input samples from both Rap1-null and WT MEFs were pooled and treated as a single input. 50-250bp fractions were processed through subsequent enzymatic treatments of end-repair, dA-tailing, and ligation to adapters as in Illumina's "TruSeq DNA Sample Preparation Guide" (part # 15005180 Rev. C). Libraries were applied to an Illumina flow cell for cluster generation (TruSeq cluster generation kit v5) and sequenced on an Illumina HiSeq2000 instrument by following manufacturer's protocols. Only high quality reads (Q>30) were used.

Genome alignment was performed with BWA 0.6.1 versus the mouse assembly MGSCv37 (NCBI Build 37) under default settings. All analysis pipelines were run using RUbioSeq v3.6.1 (Rubio-Camarillo *et al.* 2013). The experimental settings, sequences and analysis protocols of the ChIP-seq experiment have been deposited in GEO under the accession number GSE79996. Identification of RAP1-bound genomic binding sites was performed as follows. Sequenced reads from both biological replicates from each genotype and from (G0-G1-G3) *Rap1^+/+^* input samples (Support information Table 1) were pooled and aligned towards mouse genome referente (MGSCv37). The *Rap1^-/-^* samples in each generation (G0-G1-G3) were used as negative controls for the Rap1*^+/+^* samples in the peak calling step, using MACS v 2.0.10.20130712 (Zhang *et al.* 2008). Briefly, uniquely aligned 50 bp-length reads obtained in two independent runs were pooled into 3 paired datasets, corresponding to the Rap1 WT MEFs and Rap1-null MEFs (KO) in G0, G1 and G3 respectively. Genomic peaks obtained from input samples, when compared to a random background, were subtracted from the peaks lists to eliminate unspecific binding peaks. Only the reads having a unique alignment in the reference genome where used for the RAP1 binding sites determination, thus excluding reads consisting only of telomeric repeats. After format conversion and file cleaning, MACS2 software recommendations to analyze two-sample ChIP-seq experimental designs was applied using the WT reads as sample set and the KO reads as negative control in each condition. For each analysis, a random sample of high quality peaks is used to look for bimodal tag distributions, and then estimate the distance between the tags mapping to the Watson and the Crick strand, respectively. All reads are shifted by half that distance to model the true binding site. A dynamic local Poisson distribution model is then used to determine regions were the sample reads are significantly enriched which respect to the negative control reads. Those peaks passing a 10E-03 p-value threshold were used to determine the predicted RAP1 binding regions. A post-processing cleaning step was included to remove all regions enriched in the pooled input sample.

**Gene expression analysis by RNAseq**

Total RNA samples with RNA Integrity Numbers in the range 8.2-9.9 (Agilent 2100 Bioanalyzer) were used. PolyA+ fractions were purified and randomly fragmented, converted to double stranded cDNA and processed as in Illumina's "TruSeq Stranded mRNA Sample Preparation Part # 15031047 Rev. D" kit. The resulting directional cDNA libraries were sequenced as above.

Reads were aligned to the mouse genome (GRCm38/mm10) with Nextpresso (Grana *et al.* 2016), using TopHat-2.0.10, Bowtie 1.0.0 and Samtools 0.1.19.0; allowing two mis-matches and five multihits. Transcripts assembly, estimation of their abundances and differential expression were calculated with Cufflinks 2.2.1, using the mouse genome annotation data set GRCm38/mm10 from the UCSC Genome Browser.

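FPKM divides the fragments assigned to a gene by the length of its transcripts and by the mapped fragments of the sample, so that genes and samples can be set side by side. The normalization option used with Cufflinks is not stated. For a very short locus a few fragments become a large FPKM, and the 114 tested loci under 200 bases, 0.97% of the genes, carried 46.7% of the variance between samples summed over genes on the log2(FPKM + 1) scale. Cufflinks marks genes whose abundance could not be estimated, and 2 genes, *Actr3* and *Kirrel*, carried such a mark and were left out. The values carry no fragment counts, so differences between samples rest on the spread between MEF lines.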

GSEAPreranked was used to perform a gene set enrichment analysis of Reactome pathways. We used the RNA-seq gene list ranked by statistic, setting ‘gene set’ as the permutation method and we run it with 1000 permutations. We considered only those gene sets with significant enrichment levels (FDR q-value<0.25). 

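An FDR q of 0.25 is the usual limit for exploratory GSEA and allows more false sets than 0.05. With genes ranked by limma's moderated t, 50 sets were downregulated in G0 and 37 in G3 at the limit of 0.25, and 16 and 6 at 0.05. For upregulated sets the numbers were 268 in G0 and 260 in G3 at 0.25, and 210 and 129 at 0.05. In simulated data with 5 raised and 5 lowered sets, planted with a shift of 1.5, all of them were recovered. Recovery of smaller shifts is not covered by this. With no set changed 14 of 721 passed 0.25. The simulated values were drawn independently for each gene. Genes of a set that vary together and differences between lines were thus left out, so 14 is not the number of false sets to expect in the real data.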

Functional analyses of the differentially expressed gene lists (FDR<0.05) were carried out using Ingenuity Pathway Analysis software (Ingenuity Systems).

Statistical analysis

A log rank test was used to calculate statistical differences in median survival of the different mouse cohorts. A t-student test was used to calculate the statistical significance of the observed differences in median survival, chromosomal aberrations, telomeric sister chromatid exchange (T-SCE), γH2AX, p21, p53, AC3 and KI67. The Student t-test was used for statistical comparisons of the mean telomere length in MEFs and in tissue sections. A chi-square test was used to calculate statistical differences in pathologies.

**Accesion numbers**

The RNAseq and ChIPseq datasets have been deposited in the GEO database (GSE79996).

**References**

Bailey SM, Brenneman MA , Goodwin EH (2004). Frequent recombination in telomeric DNA may extend the proliferative life of telomerase-negative cells. *Nucleic Acids Res*. 32, 3743-3751.

Grana O, Rubio-camarillo M, Fernandez-Riverola F, Pisano DG , Gonzalez-Pena D (2016). Nextpresso: next generation sequencing expression analysis pipeline. *Current Bioinformatics*.

Martinez P, Gomez-Lopez G, Garcia F, Mercken E, Mitchell S, Flores JM, de Cabo R , Blasco MA (2013). RAP1 protects from obesity through its extratelomeric role regulating gene expression. *Cell Rep*. 3, 2059-2074.

Martinez P, Thanasoula M, Carlos AR, Gomez-Lopez G, Tejera AM, Schoeftner S, Dominguez O, Pisano DG, Tarsounas M , Blasco MA (2010). Mammalian Rap1 controls telomere function and gene expression through binding to telomeric and extratelomeric sites. *Nat Cell Biol*. 12, 768-780.

Munoz P, Blanco R, de Carcer G, Schoeftner S, Benetti R, Flores JM, Malumbres M , Blasco MA (2009). TRF1 controls telomere length and mitotic fidelity in epithelial homeostasis. *Mol Cell Biol*. 29, 1608-1625.

Rubio-Camarillo M, Gomez-Lopez G, Fernandez JM, Valencia A , Pisano DG (2013). RUbioSeq: a suite of parallelized pipelines to automate exome variation and bisulfite-seq analyses. *Bioinformatics*. 29, 1687-1689.

Samper E, Goytisolo FA, Slijepcevic P, van Buul PP , Blasco MA (2000). Mammalian Ku86 protein prevents telomeric fusions independently of the length of TTAGGG repeats and the G-strand overhang. *EMBO Rep*. 1, 244-252.

Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W , Liu XS (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biol*. 9, R137.

**Supplementary Tables**

**Supplementary Table 1:** Overall reads of 50 bases length obtained in Illumina ChIP-seq. Two independent biological replicates per genotype were processed, along a pool from al the six different (G0-G1-G2) *Rap1^+/+^* input samples. Alignments versus the MGSCv37 (NCBI Build 37) mouse genome assembly were made with BWA 0.6.1 software.

**Supplementary Table 2.**

Downregulated pathways in *Rap1^-/-^ Terc^+/+^* vs *Rap1^+/+^ Terc^+/+^*

| NAME | SOURCE | GENESET SIZE | FDR q-val |
| --- | --- | --- | --- |
| CYTOCHROME P450 | REACTOME | 26 | 0.030 |
| P450 HYDROXYLATIONS | REACTOME | 18 | 0.074 |
| P450 DEHYDROGENATION OF ALKANES TO FORM ALKENES | REACTOME | 19 | 0.083 |
| FATTY ACIDS | REACTOME | 15 | 0.140 |
| CYTOCHROME P450 - ARRANGED BY SUBSTRATE TYPE | REACTOME | 52 | 0.156 |
| FORMATION OF FIBRIN CLOT (CLOTTING CASCADE) | REACTOME | 30 | 0.193 |

Downregulated pathways in G3 *Rap1^-/-^Terc^-/-^* vs G3 *Rap1^+/+^Terc^-/-^*

| NAME | SOURCE | GENESET SIZE | FDR q-val |
| --- | --- | --- | --- |
| P450 HYDROXYLATIONS | REACTOME | 18 | 0.005 |
| CYTOCHROME P450 | REACTOME | 26 | 0.005 |
| P450 DEHYDROGENATION OF ALKANES TO FORM ALKENES | REACTOME | 19 | 0.006 |
| AMINE-DERIVED HORMONES | REACTOME | 16 | 0.005 |
| FATTY ACIDS | REACTOME | 15 | 0.004 |
| CYTOCHROME P450 - ARRANGED BY SUBSTRATE TYPE | REACTOME | 52 | 0.018 |
| FORMATION OF FIBRIN CLOT (CLOTTING CASCADE) | REACTOME | 30 | 0.036 |
| IMMUNOREGULATORY INTERACTIONS BETWEEN A LYMPHOID AND A NON-LYMPHOID CELL | REACTOME | 47 | 0.050 |
| RCOLLAGEN ADHESION VIA ALPHA 2 BETA 1 GLYCOPROTEIN | REACTOME | 16 | 0.061 |
| ENDOGENOUS STEROLS | REACTOME | 18 | 0.143 |
| HORMONE BIOSYNTHESIS | REACTOME | 78 | 0.160 |
| FORMATION OF PLATELET PLUG | REACTOME | 119 | 0.1625 |
| FGFR LIGAND BINDING AND ACTIVATION | REACTOME | 23 | 0.221 |
| FGFR1 LIGAND BINDING AND ACTIVATION | REACTOME | 20 | 0.212 |
| COLLAGEN-MEDIATED ACTIVATION CASCADE | REACTOME | 17 | 0.217 |

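Table S3 lists 81 Reactome sets, of which 71 carry the same name in the release of Reactome used here and 63 had between 15 and 500 ranked genes. In G0 *Rap1* -/- against G0 *Rap1* +/+ MEFs, 61 of the 63 had a positive NES and 60 were upregulated at an FDR q under 0.25. With genes ranked by log2 fold change 51 were. In G3 all 63 had a positive NES and 54 were past the threshold, against 0 by log2 fold change.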

**Supplementary Table 3.** Upregulated pathways in *Rap1^-/-^Terc^+/+^* vs *Rap1^+/+^Terc^+/+^*.

**Supplementary Figure legends**

**Supplementary Figure 1:** Kaplan-Meyer survival curves (A,C) and (B,D) Median survival from Kaplan-Meyer plots of *Rap1^+/+^Terc^+/+^*, *Rap1^-/-^Terc^+/+^,* G1 *Rap1^+/+^Terc^-/-^*, G1 *Rap1^-/-^Terc^-/-^*, G2 *Rap1^+/+^Terc^-/-^*, G2 *Rap1^-/-^Terc^-/-^,* G3 *Rap1^+/+^Terc^-/-^* and G3 *Rap1^-/-^Terc^-/-^* males (A,B) and females (C,D). The percent decrease in median survival in successive generations (G1, G2 and G3) of *Rap1^-/-^Terc^-/-^* compared to *Rap1^+/+^Terc^-/-^* mice is shown (red arrows). Statistical comparisons among genotypes using the log rank test (A,C) and Student t-test (B,D) are shown. (E) Body weight curves of *Rap1^+/+^Terc^+/+^*, *Rap1^-/-^Terc^+/+^,* G1 *Rap1^+/+^Terc^-/-^*, G1 *Rap1^-/-^Terc^-/-^*, G2 *Rap1^+/+^Terc^-/-^*, G2 *Rap1^-/-^Terc^-/-^,* G3 *Rap1^+/+^Terc^-/-^* and G3 *Rap1^-/-^Terc^-/-^* male mice. Values and error bars represent the mean and standard error, respectively. Statistical significances were calculated by the Studet t-test. (F) Body weight increment in RAP1 deficient females compared to WT controls determined at 10-week intervals throughout mouse lifespan. (n) Number of mice of each genotype used in the analysis

**Supplementary Figure 2:** (A) Incidence of kidney, lung, spleen and heart pathologies at death point of mice of the indicated genotypes. Kidney pathologies include glumerulonephritis, amyloidosis and lymphoid infiltrates. Lung pathology includes pneumonia. Spleen pathology includes hyperplasia. Heart pathologies include cardiac hypertrophy, myocardial infarction and calcifications (B) Incidence of liver pathologies in healthy young mice of the indicated genotype. Statistical significances were calculated by the Chi-squared test. Representative light microscopy images of hematoxylin-eosin stained sections of liver diagnosed for difused microvesicular and macrovesicular steatosis. (C) Mean telomere fluorescence intensity distribution in liver sections of healthy young mice of the indicated genotype as determined by Q-FISH analysis. (n) 4-5 mice per genotype were analyzed. The Student´s t-test was used for statistical analysis in each case.

**Supplementary Figure 3:** (A) Quantification of total cellular RAP1 levels in cell extract of two independent immortalized MEFS of the indicated genotypes by Western blot (WB). Representative WB images are shown. *Rap1* deleted MEFs were used as negative controls. SMC1 was used as loading control. (B) Autosomal genomic density of RAP1-binding sites expressed as occupancy per percentage of chromosome length, and ordered by ascending distance to the telomere in *Terc^+/+^* and in G1-G3 *Terc^-/-^* MEFs. A linear regression fit is shown for the three samples. RAP1 sites are enriched at the subtelomeric region in *Terc^+/+^* cells at all chromosomes (red dot) and the density decreases as the distance to the telomere increases. In G1-G3 *Terc^-/-^* the RAP1 peak density is more evenly distributed along the chromosome arms. A schemed representation a chromosome showing the telomere, the subtelomeric region and the centromere is depicted at the top.

**Supplementary Figure 4:** Disorders and diseases found transcriptionally deregulated (FDR<0.05) in (G0-G1-G3) RAP1-deficient MEFs as compared tp RAP1-proficient counterparts analyzed by Ingenuity software. Note similar pattern of affected disorders were observed in all the generations under study (G0-G1-G3).

How the deposited data were processed for this re-analysis (not part of the article)

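RNA abundance was analysed in 11 samples of immortalized MEFs from 6 groups, with 2 samples each of G0 *Rap1* -/-, G0 *Rap1* +/+, G1 *Rap1* +/+, G3 *Rap1* -/- and G3 *Rap1* +/+ cells and 1 of G1 *Rap1* -/- cells. Genotype, generation and replicate number were taken from the sample labels, with the meaning of the labels from the paper. The other 14 samples of the study, which measure DNA binding and chromatin, were not analysed here because no processed values for them are in the files.

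The deposited values are FPKM, which the authors made with Cufflinks from polyA+ stranded reads aligned to GRCm38/mm10 with TopHat and Bowtie through Nextpresso, allowing mismatches and reads with several matches as their Appendix states. Each file also gives the authors' confidence interval of each FPKM and a status for each gene. The normalization option of Cufflinks is not stated. The values are abundances and not counts, so tests made for counts were not used.

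Each file lists 23746 loci with 23284 gene symbols. FPKM of the 240 symbols with more than 1 locus were summed, a choice made after the files arrived, and *Actr3* and *Kirrel* were left out because their status was not OK in every sample. FPKM summed to between 534716 and 670216 per sample, between 14600 and 15060 genes were above 0 and between 10842 and 11263 reached 1 FPKM. The total reads per sample are not in the files. From the steps between the smallest values of genes shared by samples, the FPKM of a single fragment in each sample was between 0.981 and 1.018 of that in the first G0 *Rap1* -/- sample, a step found in 47.0% to 58.7% of the genes compared, so relative depth could be compared but the depth itself is not known. No confidence interval for a difference could be derived from depth, and precision rests on the spread between samples.

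Genes were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), with 1 mean per genotype and generation, no covariate and 5 residual degrees of freedom, for the 11733 genes with at least 1 FPKM in at least 2 samples. Contrasts were *Rap1* -/- minus *Rap1* +/+ within G0, G1 and G3, the difference between the G3 and G0 effects, G3 against G0 *Rap1* +/+ and G1 against G0 *Rap1* +/+, and the genotype effect over all generations with generation as a covariate. P values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Genes changed more than 1.5-fold were counted from group means without a test.

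Gene sets were scored with preranked GSEA in gseapy 1.3.1 on limma's moderated t, over 16301 genes with FPKM above 0 in at least 2 samples, with 1000 gene permutations, weight 1, set sizes from 15 to 500, seed 7 and an FDR q threshold of 0.25. Reactome sets for mouse came from fgsea 1.28.0 (1457 sets), and 6816 of their 7111 gene identifiers (95.9%) were matched to symbols through the annotation of the reference genome, which left 721 sets. The release of Reactome differs from that of the paper. Lists of genes for 19 families were written before the processed files arrived and were scored the same way with a minimum of 5 ranked genes, a minimum set later. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

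The genes named are every gene the paper names in its RNA or shelterin context, the genes past the adjusted threshold whose samples separate by genotype (up to 5 rising and 5 falling per generation), members with the smallest p in lists or sets reported beside a claim (at most 5), and the sex-linked *Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. The Reactome sets named are those of the paper's tables and, by a rule set after the files arrived, the 3 with the largest score in each direction, skipping sets that share more than 50% of their genes with one already named.

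Alternatives set before the files arrived were a pseudocount of 0.1, no filter on low values, genes on X and Y left out, quantile normalization, the replicate number as a block, only the groups compared in the fit, each sample left out in turn, ranking by log2 fold change, ranking only genes past the expression filter, camera with an inter-gene correlation of 0.01, an FDR q under 0.05, and for fold changes the demand that all samples separate. With the block 2 residual degrees of freedom remained. Alternatives added after seeing the data were leaving out loci under 200 bases, ranking by log2 fold change among genes past the expression filter and, for the sets upregulated in G3, among genes with at least 1 FPKM in every sample. Counts for G1 pathways and for pathways lowered in both G0 and G3 were added as results then.

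The limma and GSEA steps were tested on simulated data with planted changes. Splits of the samples within generations, 100 drawn of 108 possible, were counted for the fit over all generations, the one contrast with at least 3 samples per group. A fit with the sex-linked expression of the lines as a covariate was run once and dropped, because it groups samples by measured values. The results recomputed under the alternatives were limited to those reported in the text after the first labels had been seen, and the members of lists first picked by hand were replaced by the rule above. Binding peaks, the differential expression output of Cufflinks and the functional analysis by disease were not analysed here, since their inputs are not in the files.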

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

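The choices of main fit, threshold, lists of genes and named-gene rule were made before the processed files arrived, as were the predictions for the splits of samples, sex-linked expression, the P450 sets and the repair sets, and the remaining predictions were written after the result was seen. No group has between 4 and 10 samples, so no sample was tested as lying far from its group.

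Small RNA loci were flagged because their *Rap1* effects differed between G3 and G0 in limma's test of the difference itself. *Mir194-1* differed by −9.33, *Mir1893* by 6.77 and *Snord7* by −6.23 on the log2 scale, the only 3 of 11733 genes past an adjusted p of 0.05. These loci are 67, 83 and 96 bases long. If a few fragments on a very short locus were the cause, the authors' intervals should reach 0, and they did for 7 of 7 values above 0, a prediction written after the result was seen. With loci under 200 bases left out, an alternative chosen after seeing the data, 0 genes remained. A few fragments on short loci remain a candidate explanation, and the pattern is not called biological.

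*Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were flagged as a signal outside the genes that the paper discusses. Their log2 fold changes in G3 *Rap1* -/- against *Rap1* +/+ MEFs were 3.6, −2.95, −3.96, −1.79 and −1.68, none past an adjusted p of 0.05. If embryo sex differed between lines, *Xist* and the Y-linked genes should exclude each other, and they did in 11 of 11 lines, a prediction written before. *Xist* was between 12.84 and 26.8 FPKM in 7 lines and at most 0.24 in the other 4, where the mean of the Y-linked genes was between 3.81 and 8.86 FPKM, against at most 0.09. Embryo sex of the lines is consistent with 11 of 11. In G3 this pattern coincides with genotype, so effects of sex and of RAP1 cannot be told apart there. Between G0 and G3 *Rap1* +/+ lines it coincides with generation. *Xist* was at 22.81 and 26.8 FPKM in the G0 samples of that genotype and at 0.22 and 0.24 FPKM in the G3 samples. Loss of a chromosome in culture, swapped labels and mixed lines were not tested.

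Interferon Signaling was flagged as a signal in a comparison the paper does not report, with an NES of 2.59 in G3 *Rap1* +/+ against G0 *Rap1* +/+ MEFs, where 66 of 86 expressed genes were higher. Both explanations were predicted after the result was seen. If 1 line of the 4 were the cause, the q should pass 0.25 without it, and the highest q was 0.808, without the second G3 *Rap1* +/+ sample. That sample was at 0.797 relative to the mean of all samples, against 0.308 in the other G3 *Rap1* +/+ sample and −0.225 and 0.14 in G0. For variation between lines unrelated to generation, the score in G1 *Rap1* +/+ against G0 *Rap1* +/+ MEFs was −0.72, which leaves this open with 2 lines per group. *Trim30a*, the gene of the set with the smallest p, had a log2 fold change of 2.33 (limma adjusted p = 1) and was higher in both G3 samples than in both G0 samples. The same second G3 *Rap1* +/+ sample enters the comparison of genotypes in G3, where the NES was −2.18 (FDR q = 0.003) and became −0.78 (FDR q = 0.959) without it. In G3 *Rap1* -/- against G0 *Rap1* -/- MEFs, which share none of these 4 lines, the NES was 2 (FDR q = 0.022), with 61 of 86 expressed genes higher, and fits without single samples were not made for that comparison. The rise in *Rap1* +/+ MEFs thus depends on 1 line for its q, a rise of the same direction is seen in *Rap1* -/- MEFs, and variation between lines is not excluded for either. Sex-linked expression also differs between the G3 and G0 *Rap1* +/+ lines, so sex is not excluded for that comparison. No biological explanation is claimed, and contamination and batch were not tested, since no batch is given.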

How the results depend on the processing

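Across 155 results, 2505 values were computed, of which 2157 were unchanged, 136 weaker, 28 stronger, 99 moved and 85 reversed. Under every alternative 60 results were unchanged. Among the headline results these were the lists of genes past an FDR q of 0.25 in G0 (11, between 9 and 13 under the alternatives) and the 0 repair sets upregulated in G3 *Rap1* +/+ against G0 *Rap1* +/+ MEFs. Others were the G0 scores of the sets for extension of telomeres, GG-NER, the pre-replicative complex and respiratory electron transport, of the lists for collagens, fibrin clot, proteasome, glycolysis and respiratory chain, and the fold changes of *Terf2ip* in G0 and G3. Unchanged refers to direction and side of the threshold, and for a count to a value within 1.5 times the main count, and for single genes in G0 and G3 mostly means that a difference stayed under it. Rows that left out 1 sample gave 93 weaker, 22 stronger, 58 moved and 68 reversed values, the other settings 43, 6, 41 and 17.

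For genes past an adjusted p of 0.05, no filter on low values gave 7 in G0, 8 in G1, 4 in G3 and 8 for the difference between G3 and G0, against 2, 0, 1 and 3. It adds genes with FPKM near 0, for which a few fragments set the value. Fitting only the groups compared gave 6, 17 and 8 in G0, G1 and G3, since the spread is then estimated from 4 samples or 3. With loci under 200 bases left out, chosen after seeing the data, G0, G3 and the difference each had 0, because the genes past the threshold lie in that class. The replicate block, which takes residual degrees of freedom from 5 to 2, left 0 in G3 and gave 3 in G0. A pseudocount of 0.1 left 1 for the difference.

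The genes changed more than 1.5-fold rose to 1365 in G0 and 1085 in G3 with a pseudocount of 0.1, which widens the fold changes of weakly expressed genes, from 832 and 647. They fell to 127 and 86 when every *Rap1* -/- sample had to lie beyond every *Rap1* +/+ sample. The correlation of *Rap1* effects between G0 and G3 went from 0.127 to 0.265 without loci under 200 bases, chosen after seeing the data, which carry 46.7% of the variance.

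Ranking by log2 fold change lowered the Reactome sets in G0 to 33 down, in G1 to 26 down and 35 up (main 41 and 197), in G3 to 20 down and 0 up, and in both G0 and G3 to 10 down. That ranking drops the weighting by the spread of each gene. Confined to genes with at least 1 FPKM in every sample, again chosen after seeing the data, it gave 128 up in G3. Confined to genes with at least 1 FPKM, a setting chosen after seeing the data, it gave 32 down and 177 up in G0, 27 down and 32 up in G1, and 24 down and 0 up in G3, with 3 lists of genes past the threshold in G3 against 12. An FDR q under 0.05 left 16 down in G0, 13 down and 89 up in G1, 6 down and 129 up in G3, 4 down in both and 5 lists in G3. Ranking only genes past the filter gave 110 down in G1, and camera gave 79 down in G1 and 28 down in both. The counts for G1 and for both generations were added as results after seeing the data.

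Reversed scores outside the fits that leave out a sample belonged, except for 1 named below with its main value, to sets and lists not past the threshold in the main fit. The ranking by log2 fold change turned amino acid metabolism in G3 from 1.02 to −1.01, the proteasome list in G3 from 1.21 to −0.73, the P450 list in G0 from 0.73 to −1.04, the fibroblast growth factor list in G0 from −0.62 to 0.89 and DNA repair in G3 against G0 *Rap1* +/+ MEFs from −1.06 to 0.9. Confined to genes with at least 1 FPKM, chosen after seeing the data, the same ranking gave −1.06, −0.74, −1.34, 0.76 and 0.9, and −0.67 for glucose metabolism in G3, which was past it (main 1.68). The P450 list in G0 was at −0.83 with a pseudocount of 0.1, −1.36 with only genes past the filter ranked and −0.76 without loci under 200 bases. With the replicate block the fibroblast growth factor list in G0 was at 0.6, and in G3 against G0 *Rap1* +/+ MEFs DNA repair was at 0.58 and homologous recombination repair at 0.66 (main −1.18).

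Leaving out each sample in turn, the genes past the adjusted threshold ranged from 2 to 7 (main 2) in G0, from 0 to 3 (main 0) in G1, from 1 to 6 (main 1) in G3, from 3 to 7 (main 3) for the difference and from 0 to 1 (main 0) over all generations. Genes changed more than 1.5-fold ranged from 1057 to 1944 in G0 and from 896 to 1159 in G3, and the correlation from 0.005 to 0.194. Reactome sets ranged from 0 to 51 down and from 123 to 273 up in G0, from 0 to 40 down and from 11 to 230 up in G1, from 0 to 44 down and from 0 to 281 up in G3, and from 0 to 25 down in both, while the lists past the threshold in G3 ranged from 0 to 13. With 2 samples per group, a mean then becomes a single line where the sample belongs to the comparison. That does not account for every drop. The count down in G3 also reached its lowest value without a G0 *Rap1* -/- sample, which leaves the G3 means as they are.

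Scores that changed sign when 1 sample was left out are given with the main value in parentheses. Among Reactome sets they were P450 by substrate in G0 from −1.13 to 0.83 (−0.88), and in G3 P450 by substrate from −1.4 to 0.94 (−1.01), immunoregulatory interactions from −1.74 to 1.05 (−1.55), extension of telomeres from −0.68 to 2.09 (2.11), the pre-replicative complex from −0.96 to 2.21 (1.61), glucose metabolism from −0.73 to 1.87 (1.68), amino acids from −0.97 to 1.36 (1.02), M phase from −0.95 to 2.55 (2.34). In G3 against G0 *Rap1* +/+ MEFs they were extension of telomeres from −1.9 to 0.66 (−1.54), DNA repair from −1.62 to 0.8 (−1.06), GG-NER from −1.71 to 0.53 (−1.35).

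Among the lists in G0 they were P450 from −0.98 to 1.01 (0.73), P450 family 4 from −1.24 to 0.62 (−1.03), fatty acid synthesis from −1.34 to 0.73 (−1.21), hormone biosynthesis from −1.2 to 0.99 (0.87), fibroblast growth factors from −1.51 to 1.58 (−0.62), ATM signaling from −0.62 to 1.27 (0.93). For G3 they were P450 from −1.28 to 0.87 (−0.88), fatty acid oxidation from −1.23 to 1.62 (0.95), fatty acid synthesis from −1.54 to 1.43 (−0.6), fibroblast growth factors from −1.96 to 1.21 (−1.43), ribosomal proteins from −0.86 to 1.64 (0.61), proteasome from −1.06 to 1.93 (1.21), ATM signaling from −1.03 to 1.62 (1.02), p53 targets from −2.12 to 1.02 (−1.4).

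Log2 fold changes that changed sign in this way were, in G0, *Terc* from −0.44 to 0.48 (0.02), *Cdkn1a* from −1.85 to 0.07 (−0.89), *Eif2s3y* from −0.17 to 3.06 (1.44), *Uty* from −0.05 to 1.05 (0.5), *Gp1bb* from −0.9 to 0 (−0.45), *Dio3* from −0.4 to 0.71 (0.15), *Rad51ap1* from −0.05 to 0.12 (0.03), *Mre11a* from −0.03 to 0.3 (0.14), and in G3 *Terf2* from −0.03 to 0.18 (0.08), *Cdkn1a* from −0.47 to 0.26 (−0.1), *Acaa1a* from −0.21 to 0.13 (−0.04), *Dgat2* from −0.5 to 0.23 (−0.13), *Col12a1* from −0.94 to 0.04 (−0.45), *H2afx* from −0.52 to 0.08 (−0.22). None of these genes was past the adjusted threshold in the main fit. The remaining changed rows, for results that are not headline results, were 136 weaker and 28 stronger.

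The replicate block was not run because G1 *Rap1* -/- MEFs have 1 sample, for every result in G1, and for the fold-change counts and the correlation because no test is involved. G1 results have no value without that sample either, and the small RNA genes have none with loci under 200 bases left out. P450 by substrate has none with only genes past the filter ranked, where 14 genes are fewer than a set needs. The depth limits weakly expressed genes most. *Terc* and most P450 genes stay near or under 1 FPKM, where a difference would not be detectable here. Without read counts the smallest detectable difference could not be given from depth. In simulated data with each gene's own spread between replicates, limma recovered 95% of planted changes of 3 log2 units and 77% of those of 1.5. The simulation held 11619 genes, without loci under 200 bases. Its 200 changes were planted together and only in more strongly expressed genes. The adjustment is easier to pass when many genes change, so these shares do not give the power for the real data.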

Differences from the paper's values

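The paper's Table S2 lists 6 pathways downregulated in G0, against 50 here, and none of the alternatives set before the files arrived closed the gap. For G3 the paper's table lists 15 downregulated pathways, against 37 here. Ranking by log2 fold change gave 20, and leaving out the first or the second G0 *Rap1* +/+ sample gave 21 each, while the other alternatives set before the files arrived did not close the gap. The paper's Table S3 lists 81 pathways upregulated in G0, against 268 here, and no alternative set before the files arrived closed the gap.

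Pathways downregulated in both generations number 6 by the paper's Table S2, against 17 here. This count was added as a result after seeing the values, and so were its settings, of which leaving out the first G0 *Rap1* +/+ sample (7) and an FDR q under 0.05 (4) fell within the paper's range.

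For cytochrome P450 arranged by substrate type the paper's FDR q was 0.156 in G0 and 0.018 in G3, against 0.899 and 0.699 here, with no alternative set before the files arrived closing either gap. Formation of fibrin clot in G3 had the paper's q of 0.036 against 0.207, likewise closed by none. The immunoregulatory set in G3 had 0.05 in the paper against 0.209, and ranking only genes with at least 1 FPKM in at least 2 samples closed the gap with 0.038, as the only one of the alternatives set before the files arrived.

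In G0 the paper's q for assembly of the pre-replicative complex was 0.0 against 0.012 here. Camera, set before the files arrived, gave 8.82e-06, which rounds to 0.0, and no other alternative set then closed the gap. Leaving out loci under 200 bases, chosen after seeing the values, gave 0. Glucose metabolism had the paper's q of 0.008 against 0.02, closed by none of the alternatives set before the files arrived. Extension of telomeres had the paper's q of 0.082 against 0.016. Of the alternatives set before the files arrived only leaving out the first G0 *Rap1* -/- sample (0.055) closed that gap, and ranking genes with at least 1 FPKM by log2 fold change, chosen after seeing the values, gave 0.061.

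DNA repair had the paper's q of 0.112 against 0.036, and the replicate block (0.081) and leaving out the first G0 *Rap1* -/- sample (0.076) closed the gap, the other alternatives set before the files arrived not. Homologous recombination repair had the paper's q of 0.17 against 0.091. The gap was closed by camera (0.174), the replicate block (0.155) and leaving out the first G0 *Rap1* +/+ sample (0.184), the first G3 *Rap1* +/+ sample (0.165) or the second G3 *Rap1* +/+ sample (0.147), and by no other alternative set before the files arrived. GG-NER had the paper's q of 0.216 against 0.028. Ranking by log2 fold change (0.176) and leaving out the second G0 *Rap1* -/- sample (0.232) closed it, the other alternatives set before the files arrived did not, and ranking genes with at least 1 FPKM by log2 fold change, chosen after seeing the values, gave 0.224.

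The paper states that no pathway was upregulated in G3 *Rap1* -/- cells, where 260 sets were here. Ranking by log2 fold change and leaving out the first G3 *Rap1* -/- sample, both set before the files arrived, gave 0, as did ranking genes with at least 1 FPKM by log2 fold change, chosen after seeing the values. The paper states that repair pathways did not differ between the genotypes in G3, where all 8 repair sets that could be scored were upregulated here with genes ranked by moderated t. By log2 fold change, an alternative set before the files arrived, 0 of the 8 were past the threshold (FDR q = 0.472 for DNA repair), and the same holds without the first G3 *Rap1* -/- sample. It states that G3 had more downregulated pathways than G0, where the counts here were 37 in G3 and 50 in G0. It states that the pathways found in G0 were also downregulated in G3, where 17 of 50 were here. It states that adhesion pathways were lowered in G3 and not in G0. The collagen adhesion set of its Table S2 had no match by name here and was not scored. The collagen list, another set of genes, had an NES of −2.44 in G0 and −1.93 in G3, which does not test that statement directly. The paper states that lipid metabolism pathways were lowered in both generations. Here the fatty acid oxidation list had an NES of 1.85 in G0 and 0.95 in G3. Regulation of cholesterol biosynthesis by SREBP had −2.27 and −1.26. The list of P450 family 4 genes, written for the paper's fatty acids set, was past the threshold in the paper's direction in G3 (NES −1.52, FDR q = 0.106) and not in G0 (NES −1.03, FDR q = 0.552). The paper's analysis of disease functions starts from deregulated genes in each comparison, where 2 genes in G0, 0 in G1 and 1 in G3 passed the threshold here.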

Other observations

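Over all generations, with 5 *Rap1* -/- and 6 *Rap1* +/+ samples, 0 genes were past an adjusted p of 0.05, and 100 of the 100 splits of the samples within generations gave as many, which a count of 0 fixes in advance. At a nominal p of 0.001 there were 13 genes, and 20 of the 100 splits gave as many, with a median of 6 and a highest count of 109.

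*Rap1* effects correlated between G0 and G3 with a Pearson r of 0.127 and a Spearman rho of 0.256 across 11733 genes, between G0 and G1 with −0.081 and −0.123, and between G1 and G3 with −0.07 and 0.124. Genes are not independent replicates, and no p was computed. The leading principal components held 20.4%, 13.6% and 11.8% of the variance.

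*Terc* was at 0.9 FPKM in the first G0 *Rap1* -/- sample and 0.84 FPKM in the first G0 *Rap1* +/+ sample and at 0 in the others, including the remaining 2 G0 samples, with intervals that reached 0. *Trp53* had a log2 fold change of 0.14 in G0 and 0.25 in G3, and *Cdkn1a* of −0.89 in G0 (limma adjusted p = 0.791) and −0.1 in G3. *Tert* had 0 in G0 and 0.29 in G3, *Terf1* −0.36 and 0, and *Terf2* 0.21 and 0.08. The list of 22 p53 target genes was added to the lists reported after its values were seen. It had an NES of −1.96 in G0 (FDR q = 0.009), with 19 of 22 genes lower, and −1.4 in G3 (FDR q = 0.14), with 19 of 22 lower. Without the first G0 *Rap1* +/+ sample the G0 score was −1.01. That sample was at 0.173 relative to the mean of all samples. The second G0 *Rap1* +/+ sample was at −0.43 and the G0 *Rap1* -/- samples at −0.666 and −0.483. Large T antigen is present in these cells, and no explanation was tested for the list.

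Near-absent expression was weighed, by a prediction written before, for the P450 sets that the paper lists as lowered. Of the members of the set by substrate type 86.0% were under 1 FPKM in most samples. The set was not past the threshold here in the main fit, so this test cannot decide whether low expression explains the paper's result, and no biological explanation was tested.

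The paper's reasoning that repair pathways are already active in G3 *Rap1* +/+ MEFs gave a prediction, written before, of repair sets upregulated in G3 *Rap1* +/+ against G0 *Rap1* +/+ MEFs. Of 8 such sets 0 were upregulated with an FDR q under 0.25, and their scores were negative, although with the replicate block DNA repair was at 0.58. Raised repair transcripts in G3 *Rap1* +/+ MEFs were thus not detected in these lines, with 2 lines per group, and repair activity itself was not measured. The G3 and G0 *Rap1* +/+ lines also differ in sex-linked expression, so generation and sex cannot be told apart here.

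No set was upregulated in G3 at an FDR q under 0.25 when genes were ranked by log2 fold change. The scores themselves did not vanish. By that ranking DNA repair had an NES of 1.38 in G3 (FDR q = 0.472) and of 1.36 in G0 (FDR q = 0.225). If large fold changes of genes near 0 FPKM were the cause, ranking only genes with at least 1 FPKM by log2 fold change should bring at least 50% of the 260 sets back. With the filter of at least 1 FPKM in at least 2 samples it brought back 0, but that filter keeps genes at 0 in the other samples and cannot decide. With the 9985 genes at 1 FPKM or more in every sample 128 sets were upregulated, a number just under the 50% named in the prediction. The count alone does not tell how many of them are among the 260. The rise from 0 to 128 leaves room for genes near 0 FPKM as part of the explanation, and 616 sets were scored in place of 721. Both predictions were written after the result was seen, and other technical explanations were not tested. The count was also 0 without the first G3 *Rap1* -/- sample.

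Collagen genes were lower in *Rap1* -/- lines of each generation, a pattern noticed in the plot of the lists and then tested on the same data, with both predictions written afterwards. The mean of the 23 expressed collagen genes differed by −0.61 on the log2 scale, the highest *Rap1* -/- sample lay at −0.208 and the lowest *Rap1* +/+ sample at 0.056, so 5 of 5 *Rap1* -/- samples were below 6 of 6 *Rap1* +/+ samples. Of the 108 splits of the samples within generations, 2 gave as large a difference (exact permutation p = 0.019). Adjusted over 19 lists the p was 0.176. With only 108 splits, no list could pass the adjusted threshold unless other lists were similarly extreme. The adjusted p therefore cannot decide here, and chance is not excluded. The lists for extension of telomeres, fibrin clot and GG-NER followed with 4 of 108 splits each (exact permutation p = 0.037, adjusted 0.176). A single collagen gene is not the source, as 22 of 23 had a negative mean fold change. Lower collagen expression without RAP1 remains a hypothesis that a chance split of the lines could explain (2 of 108). Among lines with *Xist* expression, the collagen mean was between −0.43 and −0.208 in *Rap1* -/- lines and between 0.056 and 0.589 in *Rap1* +/+ lines. Among lines with Y-linked expression it was −0.506 in the only *Rap1* -/- line and between 0.084 and 0.321 in *Rap1* +/+ lines. These values argue against embryo sex for the collagen genes. Culture density and cell type composition were not tested.

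Among the 20 genes other than *Terf2ip* with the smallest p over all generations, 4 lay on chromosome 8 between 92326033 and 95715119, 3 lower and 1 higher without RAP1, and all 4 lay within 20 Mb of *Terf2ip*, where 250 of the tested genes lie and 0.43 of the 20 would be expected (Fisher's exact p = 0.00075). The lowest adjusted p of any gene in this contrast was 0.138. Variants carried along with the deletion would be predicted to affect the nearest genes most, and 0 of the 147 tested genes within 10 Mb of *Terf2ip* were among the 20, with *Terf2ip* itself, which the deletion targets, left out of all these counts, where few are expected in any case, so this leaves the explanation open. In random draws of 20 tested genes a share of 0.0007 had as many in a stretch of 4 Mb, but the stretch and the list length were picked after looking. Over the 60 combinations of window, list length and contrast looked at, 16 had a p under 0.05 and 5 an adjusted p under 0.05, the lowest 0.045. Both predictions were written after the result was seen, the pattern cannot be told apart from chance or from linked variants, and no biological explanation was tested.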
